# Extension of Life Span by Impaired Glucose Metabolism in *Caenorhabditis elegans* Is Accompanied by Structural Rearrangements of the Transcriptomic Network

**DOI:** 10.1371/journal.pone.0077776

**Published:** 2013-10-30

**Authors:** Steffen Priebe, Uwe Menzel, Kim Zarse, Marco Groth, Matthias Platzer, Michael Ristow, Reinhard Guthke

## Abstract

Glucose restriction mimicked by feeding the roundworm *Caenorhabditis elegans* with 2-deoxy-D-glucose (DOG) - a glucose molecule that lacks the ability to undergo glycolysis - has been found to increase the life span of the nematodes considerably. To facilitate understanding of the molecular mechanisms behind this life extension, we analyzed transcriptomes of DOG-treated and untreated roundworms obtained by RNA-seq at different ages. We found that, depending on age, DOG changes the magnitude of the expression values of about 2 to 24 percent of the genes significantly, although our results reveal that the gross changes introduced by DOG are small compared to the age-induced changes. We found that 27 genes are constantly either up- or down-regulated by DOG over the whole life span, among them several members of the cytochrome P450 family. The monotonic change with age of the temporal expression patterns of the genes was investigated, leading to the result that 21 genes reverse their monotonic behaviour under impaired glycolysis. Put simply, the DOG-treatment reduces the gross transcriptional activity but increases the interconnectedness of gene expression. However, a detailed analysis of network parameters discloses that the introduced changes differ remarkably between individual signalling pathways. We found a reorganization of the hubs of the mTOR pathway when standard diet is replaced by DOG feeding. By constructing correlation based difference networks, we identified those signalling pathways that are most vigorously changed by impaired glycolysis. Taken together, we have found a number of genes and pathways that are potentially involved in the DOG-driven extension of life span of *C. elegans*. Furthermore, our results demonstrate how the network structure of ageing-relevant signalling pathways is reorganised under impaired glycolysis.

## Introduction

The nematode *Caenorhabditis elegans* has emerged as an excellent model for the study of the mechanisms of ageing and determination of longevity [1]. Beside other interventions, reduced nutritional uptake, often termed calorie restriction (CR) or dietary restriction (DR) is affecting the life span of *C. elegans* and a multitude of other eukaryotes, including mammals [2], [3]. *C. elegans* fed with a chemical inhibitor of glycolysis, namely 2-deoxy-D-glucose (DOG), exhibit considerably extended life span. DOG, in contradiction to D-glucose, cannot be metabolized in the glycolytic pathway. This results in the fact that less glucose is available for ATP production, and thus makes DOG-feeding of the roundworms equivalent to glucose restriction. The life span extending effect of this treatment was shown to be mediated by impairment of the insulin/IGF1 signalling pathway [4].

In a recent paper, Zarse et al. [5] show that the life span extension in *C. elegans* induced by impairment of insulin/IGF1 signalling is connected with remarkable changes on the metabolic level. It was revealed that reduced insulin/IGF1 signalling initially triggers a shift of the mitochondrial metabolic regime towards oxidative proline metabolism. The metabolic shift is connected with an intermittent flash of reactive oxygen species (ROS), which in turn provokes a stress response program of the cell, eventually leading to a permanently elevated antioxidant defense, attestable by increased levels of superoxide dismutase (SOD) and catalase (CTL). This adaptive response has emerged as a key mechanism of stress resistance and elongated life span, and has been established in the literature with the designation hormesis or “mitohormesis” [6].

In this paper, we aim at facilitating further understanding of the molecular mechanisms behind the DOG-driven life extension of the roundworm by investigating age effects on the transcriptomic level. Transcriptome data at different ages, measured by RNA-seq, for worms exposed to DOG and for controls were analyzed. We conducted a comprehensive bioinformatic survey of the data, in order to elucidate alterations on the transcriptome level in the course of ageing. By taking into account four age levels (1 day, 5 days, 10 days, and 20 days) covering the whole lifespan of wildtype roundworms, the effects of the DOG-treatment were analyzed and compared to expression changes caused by unperturbed ageing.

This work covers several levels of gene expression analysis. By the analysis of sample correlation, global effects of both ageing and DOG-treatment have been investigated, while identification of differential expression at single age levels allows quantifying the sole influence of DOG on gene expression. Clustering based methods were used in order to find groups of genes mostly effected by the treatment with DOG. However, only looking at absolute changes of expression levels of sets of genes is certainly not sufficient in order to understand the changes on the transcriptome introduced by the process of ageing, effecting a multitude of pathways [7]. In the recent years, evidence has accumulated that life span is considerably influenced by the regulation of the complex interplay between cellular components like transcripts, proteins, and metabolites [8]. A central age-determining role is associated with the mTOR signalling pathway. It has been shown in several model organisms that inhibition of this pathway extends lifespan and protects against age-related impairment of cellular function [9], [10]. As a matter of course, such changes are not manifested in the genomic set-up of a given individual. For this reason, we conducted an investigation of deregulation of several pathways as a consequence of impaired glycolysis. We applied two different network approaches which focus on interactions between multiple genes. We created correlation based networks for normal and perturbed ageing, similar to the analysis of co-expression difference networks across different tissues introduced by Southworth et al. [11]. Looking at the differences of co-expression between two networks enables a genome-wide view as well as insight into the interaction of genes in particular pathways. In addition to correlation based difference networks, we created mutual information (MI) networks for selected pathways. MI measures the degree of statistical dependency and the nonlinear relationship between the expression levels of genes and has been successfully applied as co-expression measure for gene expression data [12], [13]. Again, separate networks can be created for the glucose restricted condition and for the controls by estimating the pairwise MI across gene expression during ageing. Afterwards, estimation of typical network measures like the distribution of node degrees allows us to compare and characterize these pathways and the changes introduced by the DOG-treatment to the different complex networks.

Our work revealed that genes of the electron transport chain are strongly effected by states of impaired glycolysis. Genes of this pathway have been previously found to be age regulated across different species [14]. In addition to effects on single pathways, we also found a widespread structural rearrangement of the transcriptional co-expression network.

## Results

### Impact of Impaired Glycolysis on the Overall Transcription Pattern is Small Compared to Impact of Ageing

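The deposited counts cover 11 RNA-seq libraries from worms kept on 5 mM DOG (2-deoxy-D-glucose, a glucose analogue that blocks glycolysis), with 3 libraries each at the ages of 1, 5 and 10 days and 2 at 20 days. The authors mapped single-end reads with Tophat to the C. elegans genome WS220 and counted the reads on each annotated gene with htseq-count in mode union, which leaves out reads that overlap several genes. The counts carry no normalization and replicates were not pooled. Between 23648292 and 58499127 reads per library were counted on genes, with a median of 34717079 at 1 day, 31323613 at 5 days, 44489710 at 10 days and 55770920 at 20 days. Table S1 gives a mean of 51312009 sequenced reads for these libraries, of which 76.3 to 83.3% were mapped, and 96.2 to 96.8% of the mapped reads were counted on genes. All values use the counted reads. RPKM values were computed from the counts, with the gene length implied by the paper's tables for 1910 genes and the length annotated in WBcel235 for the others, so that they can be compared between ages but not between genes. CPM values are counts scaled to the total of the library, without a length. Changes with age were tested with edgeR's quasi-likelihood test (TMM normalization, all 4 ages in one fit, Benjamini-Hochberg adjustment) over the 14773 genes with at least 100 counts summed over the libraries, and a gene was called changed at an adjusted p under 0.01. The biological coefficient of variation between replicates was 4.1%. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 7.32 to 31.1, so that each library was counted as a separate sample. This argues against repeated sequencing of the same library. It cannot tell separate cultures from separate preparations of the same culture, and the paper does not state which the replicates were. Libraries of the DMSO controls were not analysed here. Where DOG values stand beside controls, the control values are the mean RPKM values of the paper's tables, without replicates, and no test against controls was made.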

First, we computed the Pearson correlation between all pairs of samples and visualized the resulting correlation values by multi-dimensional scaling (MDS, Figure 1). The plot reveals that it is possible to distinguish three scales of dissimilarity between the samples, which refer, ranked by their impact, a) to age, b) to treatment, and c) to repeated measurement of samples with the same age and treatment. The distances are biggest between samples of different age, leading to the situation that the four age groups form their own clusters, with a continuous progression of these clusters from the left bottom of the plot (1-day old worms) via the top to the right bottom of the plot (20-day). Thus, the changes introduced to the shape of the overall expression profile by the ageing process exceed changes caused by the DOG-treatment - impaired glycolysis apparently changes these profiles only selectively. 

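The distance between 2 libraries, taken as 1 minus Pearson's r of log2(RPKM + 1) over 26139 genes, averaged 0.0371 between DOG libraries of different age and 0.00421 between libraries of the same age, a ratio of 8.81. Of the 15400 ways to divide the 11 libraries into groups of 3, 3, 3 and 2, the division by age alone gave a ratio as large (exact permutation test, one-sided, p = 6.5e-05, the smallest p this design allows). The distance between the youngest and the oldest worms was 0.0714 ± 0.0013 (SD over the pairs of a 1-day and a 20-day library). Spearman's rho in place of Pearson's r lowered the ratio most, to 1.58. From the arrangement of the samples by age first and by treatment second in Fig. 1, the paper concludes that ageing changes the overall expression profile more than the DOG-treatment does.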

Otherwise, the plot reveals that DOG introduces reproducible changes to these profiles. The latter becomes apparent through the fact that labels referring to treated samples clearly separate from labels standing for untreated ones within each age cluster or, with other words, changes introduced by impaired glycolysis exceed the variation of the correlation coefficient within replicates.

**Figure 1:**
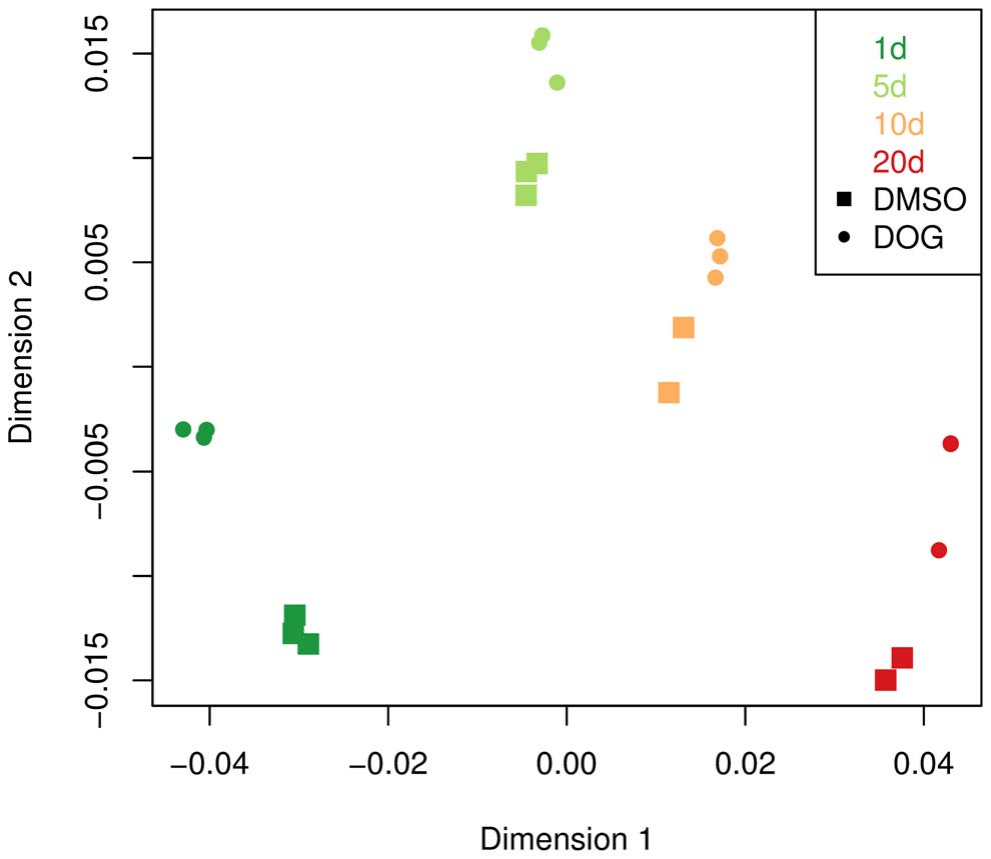
Multi-dimensional scaling plot for 21 samples. The MDS was performed using the log2 RPKM values and is based on Pearson correlation between the expression profiles of all samples. Samples are primarily arranged according to age (indicated by color), and only then according to treatment (indicated by shape).

### The Fraction of Down-regulated Genes in DOG-treated Worms Increases with Age

The absolute numbers of differentially expressed genes (DEG) between DOG-treated vs. control samples for different age levels are depicted in Figure 2 and listed in Table 1 (see Table 11 for a complete list of DEG). At the age of 1 day, 4,891 genes are differentially expressed between the two conditions. The number of DEG at later stages is considerably smaller (5 d: 1,159, 10 d: 489, 20 d: 1,209). 

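The part of Table S7 read here holds 1669 genes, of which the paper lists 497 as differentially expressed at 1 day, 114 at 5 days, 50 at 10 days and 123 at 20 days. The mean RPKM value of the DOG libraries lay under the paper's control mean for 305 of these genes (61.4%) at 1 day, 80 (70.2%) at 5 days, 37 (74.0%) at 10 days and 86 (69.9%) at 20 days. Each single library gave the same percentage as the mean of its age. The paper called these genes on the same libraries, so this is no independent check. Restricting the comparison to genes with a mean DOG RPKM value of at least 1 moved these shares most at 5 days, to 67.0%, and at 1 day it gave 59.1%. Over all genes of this part with a value, whether listed as differentially expressed or not, 46.2% lay under the control mean at 1 day, 53.7% at 5 days, 63.9% at 10 days and 66.9% at 20 days.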

The majority of DEG is down-regulated at all stages (1 d: 59.7% 5 d: 69.5%, 10 d: 74%, 20 d: 70,9%). This indicates an overall reduction of transcriptional activity induced by DOG.

**Figure 2:**
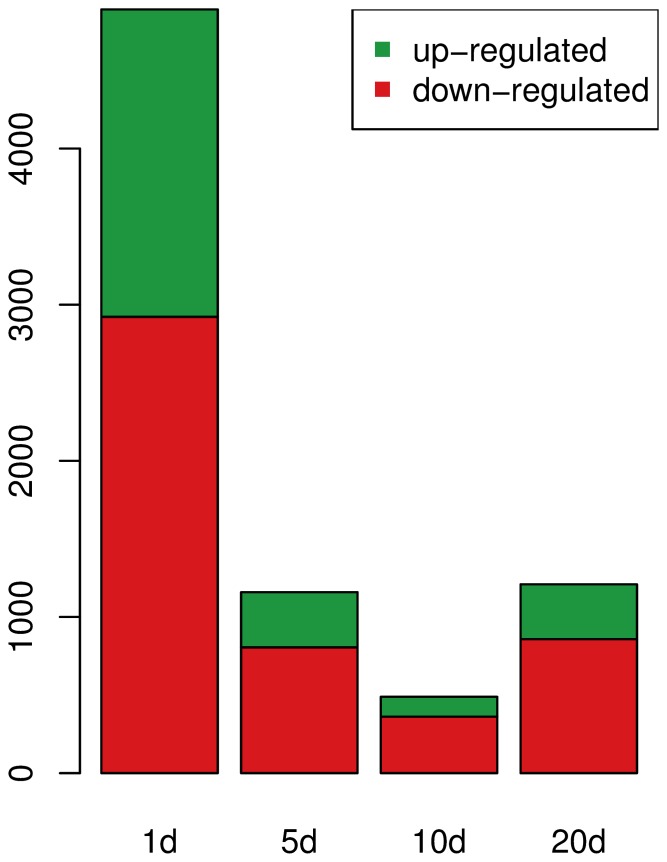
Number of differentially expressed genes (DEG) between DOG-treated worms and controls. While the total number of DEG decreases from 1-day old worms to 10-day old worms, the fraction of down-regulated genes increase with age under impaired glycolysis.

**Table 1:** Number of differentially expressed genes between DOG-treatment and controls.

	DEG	up-regulated	down-regulated
1 day	4,891	1,969	2,922 (59.7%)
5 day	1,159	353	806 (69.5%)
10 day	489	127	362 (74%)
20 day	1,209	351	858 (70.9%)

The first column reports the total number of differentially expressed genes, the 2nd column shows the number of up-regulated genes under DOG-treatment compared to controls, and the 3rd column shows the number of down-regulated genes under DOG-treatment compared to controls.

Comparable results have been found in *C. elegans* during the exposure to an inhibitor of mitochondrial complex I, namely rotenone, where the maximum number of DEG was observed already after 24 h of treatment, and then decreases for all later time points [15].

The oxidative phosphorylation (“Oxphos”) pathway plays a key role for the life span extending effect of impaired glycolysis in *C. elegans*. In a recent paper, Schulz et al. [4] have shown that impaired glycolysis in the roundworms causes an activation of this pathway, followed by a temporarily increased production of reactive oxygen species (ROS). This, in turn, stimulates the establishment of a molecular defense mechanism against ROS, thereby increasing life span. Indeed, looking at the change of the expression levels of the Oxphos genes brought about by the DOG-treatment, we see an up-regulation of the majority of the Oxphos genes compared to controls at the first day (Figure 3). However, with increasing age, the fraction of up-regulated genes in the Oxphos pathway decreases, and at very old age (20 days), the Oxphos genes of the DOG-treated worms are mostly down-regulated when compared to controls.

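Of the 107 genes of Fig. 3, 106 passed the count minimum in the DOG libraries. Between 1 and 20 days, 96 of them were called lower and 6 higher by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both over all genes tested and over these genes alone. Their median log2 change was -0.95, with -0.80 when library size replaced the TMM factors, the alternative that moved it most. As a set they were set against the other genes with limma's camera, with the correlation between genes estimated from the data. The camera p was 0.0396, and it did not stay under 0.05 after Benjamini-Hochberg adjustment over the 32 set tests made (adjusted p = 0.0975 from limma) or with only these 2 ages in the fit (camera p of 0.103). With library size the camera p was 0.00509, and with a preset correlation between genes of 0.01 it was 5.2e-18. The median of the 106 genes changed little in 1 of the 3 intervals. Between 1 and 5 days the median log2 change was -0.59, with 93 genes called lower, 5 higher and a camera p of 0.0373 (adjusted p = 0.0975 from limma's camera). Between 5 and 10 days the median was -0.01, with 28 genes called lower and 19 higher (adjusted p = 0.963 from limma's camera). Between 10 and 20 days it was -0.29, with 75 genes called lower and 3 higher (adjusted p = 0.243 from limma's camera). Over the whole interval single genes ranged from a log2 change of -2.94 for vha-6 to 1.04 for tag-300.

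**Figure D1:**
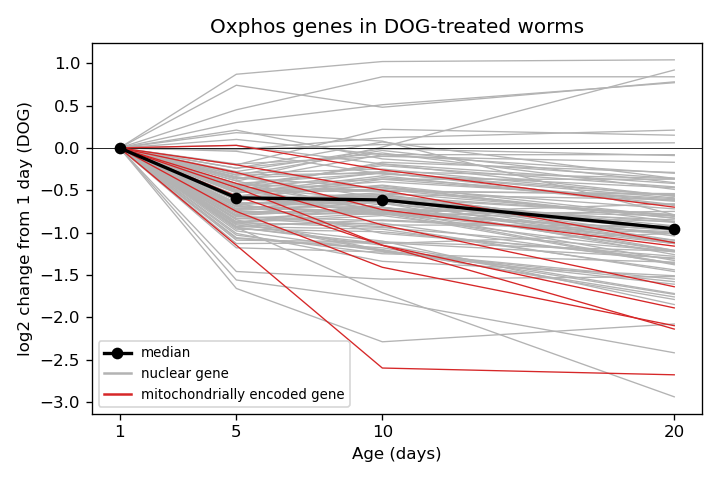
Log2 change from 1 day (vertical axis) against age in days (horizontal axis) for 106 Oxphos genes in DOG-treated worms, from the TMM-normalized counts. Grey lines are nuclear genes, red lines mitochondrially encoded genes, and the black line is the median, which reaches -0.59 at 5 days, -0.62 at 10 days and -0.95 at 20 days.

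For 6 Oxphos genes the part of Table S7 read here gives the paper's control means. At 1 day atp-5 and C16A3.5 lay above the control mean in every DOG library, with log2 ratios of 0.36 and 0.43, and C13C4.4 lay below it in every library, with -0.34. At that age vha-8 also lay below it in every library, with -0.04, while the libraries of sdha-1 and nuo-1 lay on both sides of it. At 20 days both libraries lay below the control mean for atp-5 (-0.21), C16A3.5 (-0.18), C13C4.4 (-0.42) and vha-8 (-0.10), and above it for sdha-1 (0.06) and nuo-1 (0.03). These ratios do not depend on the gene length. The paper recalls a report that impaired glycolysis activates this pathway and thereby raises ROS and the defense against it, and states that its genes go from a majority up-regulated against controls at the first day to mostly down-regulated at 20 days.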

**Figure 3:**
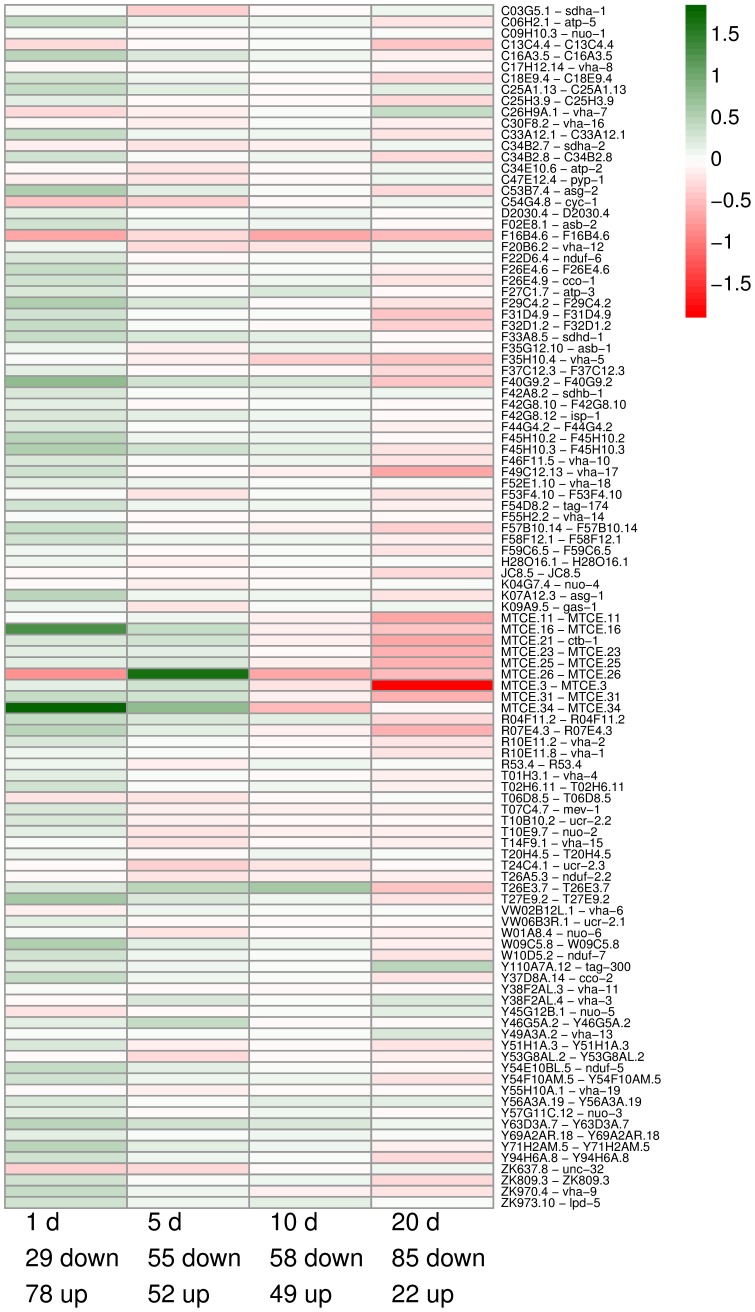
Change of expression levels of 107 oxidative phosphorylation pathway genes during DOG-treatment. The heatmap shows the log2-foldchange for the expression levels of DOG-treated worms and controls. Green color indicates an up-regulation by DOG-treatment, red color indicates a down-regulation by DOG-treatment, compared to controls. A majority of these genes is down-regulated with age by the DOG-treatment. Note especially the strong regulation of mitochondrially encoded genes (starting with MTCE).

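Of the 9 genes with names starting with MTCE, 8 passed the count minimum, while MTCE.26 had at most 7 counts in any DOG library. All 8 were called lower at 20 days than at 1 day by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 change of -1.76. Between 5 and 10 days all 8 were lower as well, 7 of them called, with a median log2 change of -0.54. MTCE.31 fell from 1474 ± 68.5 CPM (SD, n = 3) at 1 day to 442 ± 2.57 (SD, n = 2) at 20 days. Its log2 change was -1.89 (SE 0.05, adjusted p = 9.1e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MTCE.21, also named ctb-1, fell from 1852 ± 65.7 CPM (SD, n = 3) to 659 ± 10.7 (SD, n = 2). The smallest fall was that of MTCE.11, with a log2 change of -0.70, and the largest that of MTCE.34, with -2.68 (SE 0.35, adjusted p = 8.4e-07 from the same edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The replicates of MTCE.16 and MTCE.34 spread widely. At 20 days the higher library exceeded the lower one 2.82-fold for MTCE.16 and 3.64-fold for MTCE.34, against 1.14-fold for MTCE.3, the next largest. Between 10 and 20 days the change of MTCE.34 was not distinguishable from the replicate spread (log2 change -0.08, adjusted p = 0.86 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

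**Figure D2:**
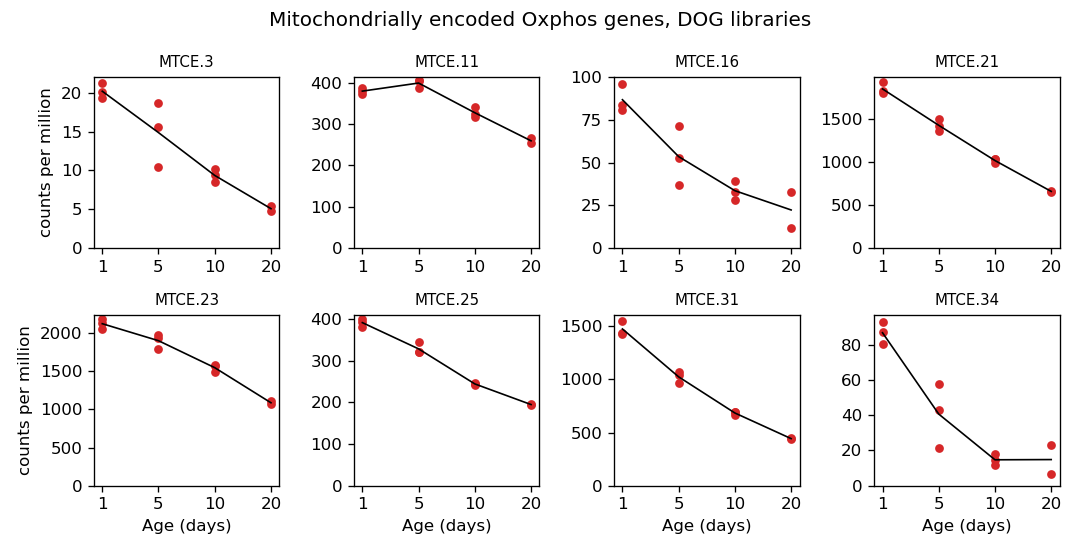
CPM values (vertical axes, starting at 0) against age in days (horizontal axes) for the 8 mitochondrially encoded Oxphos genes in DOG-treated worms, with a point for each library and a line through the means. All 8 means are lower at 20 days than at 1 day, and at 20 days the libraries of MTCE.16 and MTCE.34 differ 2.82-fold and 3.64-fold.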

Four genes are constantly significantly up-regulated, while eight genes are constantly down-regulated under DOG at all four age levels (Table S2). 

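In every DOG library of every age, the RPKM values of the 8 genes that Table S2 lists as down-regulated (cht-1, C50F2.8, sox-2, tag-310, arrd-1, cyp-13A5, ceh-32 and tbx-43) lay below the paper's control mean, and those of the 4 up-regulated genes (F23F12.12, gst-24, ora-1 and cyp-35A5) lay above it. The log2 ratio of the DOG mean to the paper's control mean ran from -5.07 for arrd-1 at 1 day to -0.29 for ceh-32 at 10 days among the former, and from 0.54 for ora-1 at 5 days to 2.67 for ora-1 at 20 days among the latter. Both lists are the paper's calls on these libraries. The lowest ratio rests on RPKM values of 0.081 ± 0.015 (SD, n = 3) for arrd-1, or 10 to 21 counts per library, against the paper's control mean of 2.71. The DOG values of ora-1 at 20 days were 594 ± 39.5 RPKM (SD, n = 2) against the paper's control mean of 93.4. The RPKM levels of ora-1 and ceh-32 rest on the gene lengths implied by the paper's table, while the ratios do not.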

Among these genes *cyp-35A5* is up-regulated at all four age levels, while *cyp-13A5* is constantly down-regulated. 

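The RPKM value of cyp-35A5 (K07C6.5, chromosome V) under DOG fell from 16.6 ± 1.37 (SD, n = 3) at 1 day over 7.38 ± 0.245 (n = 3) and 3.47 ± 0.298 (n = 3) to 2.965 ± 0.187 (n = 2) at 20 days. The paper's control means at the same ages are 8.69, 4.6, 2.06 and 0.808. The log2 ratio to the paper's control mean was thus 0.94, 0.68, 0.75 and 1.88 at the 4 ages. For cyp-13A5 (T10B9.2, chromosome II) the DOG values rose from 0.635 ± 0.054 (SD, n = 3) over 5.63 ± 1.19 (n = 3) and 12.2 ± 1.57 (n = 3) to 17.7 ± 0.979 (n = 2), against the paper's control means of 1.30, 9.11, 28.6 and 91.5, with log2 ratios of -1.03, -0.69, -1.22 and -2.37. Both genes changed with age under DOG by more than the replicate spread, cyp-35A5 with a log2 change of -2.64 between 1 and 20 days (SE 0.09, adjusted p = 1.5e-15) and cyp-13A5 with 4.62 (SE 0.16, adjusted p = 2.9e-15), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.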

Both genes are members of the cytochrome P450 family and have been associated with ageing previously. Furthermore, it is known that members of the *cyp-35x* family are up-regulated in response to xenobiotics [16].

### Expression of Antioxidant Enzymes is Inconsistent during DOG-treatment

We compared the temporal expression profiles of genes encoding the antioxidant enzymes superoxide dismutase (*sod-2*), catalase (*ctl-2*), and glutathione peroxidase in the DOG-treated worms and in the controls. The *sod-2* gene is the major manganese superoxide dismutase in the mitochondria. Therefore, if life span of the worms is (partly) determined by the efficiency of ROS scavenging, and if the life span extension by DOG-treatment functions via improved removal of ROS, we might suppose an influence of the treatment on the expression profile of this gene. Surprisingly, the differences of *sod-2* expression between the DMSO- and the DOG-case are not statistically significant and are restricted to the first and second age levels (Figure 4). It was reported that suppression of the *ctl-2* gene shortens life span in *C. elegans* [17], though we see a slight down-regulation of the gene over the whole life span under DOG-treatment. In contrast, the two *C. elegans* genes which supposably encode glutathione peroxidases in (*F26E4.12*, *R05H10.5*), are clearly up-regulated compared to the controls at old age (20 days) in the DOG-treated worms (Figure 4 and S1 for all genes encoding antioxidant enzymes). 

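Under DOG, sod-2 (F10D11.1, chromosome I) stood at 130.0 ± 5.67 CPM (SD, n = 3) at 1 day, 101 ± 0.84 (n = 3) at 5 days, 105 ± 1.08 (n = 3) at 10 days and 96.2 ± 4.9 (n = 2) at 20 days. The fall between 1 and 5 days exceeded the replicate spread, with a log2 change of -0.40 (SE 0.04, adjusted p = 6.0e-08), whereas the change between 5 and 10 days did not, with 0.04 (SE 0.04, adjusted p = 0.41), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between 10 and 20 days the log2 change was -0.22 (SE 0.05, adjusted p = 2.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).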

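In the DOG libraries ctl-2 (Y54G11A.5, chromosome II) kept nearly the same level at all ages, with 38.5 ± 2.1 CPM (SD, n = 3) at 1 day, 40.2 ± 1.38 (n = 3) at 5 days, 35.2 ± 4.08 (n = 3) at 10 days and 38.1 ± 0.37 (n = 2) at 20 days. No interval passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The nearest was the change between 5 and 10 days, with a log2 change of -0.20 (SE 0.07, adjusted p = 0.019 from this edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).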

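The CPM values of F26E4.12 (chromosome I) under DOG went from 16.2 ± 0.56 (SD, n = 3) at 1 day to 7.69 ± 0.44 (n = 3) at 5 days and 7.08 ± 0.20 (n = 3) at 10 days, and back to 14.9 ± 0.12 (n = 2) at 20 days. The rise between 10 and 20 days had a log2 change of 0.97 (SE 0.07, adjusted p = 5.0e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level at 20 days was lower than at 1 day with TMM normalization (log2 change -0.28, adjusted p = 7.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that was lost when only library size was used. R05H10.5 (chromosome II) had 59.3 ± 1.18 (SD, n = 3), 63.5 ± 2.97 (n = 3), 57.4 ± 0.23 (n = 3) and 76.75 ± 1.57 (n = 2) CPM at the 4 ages. Between 10 and 20 days it rose with a log2 change of 0.32 (SE 0.04, adjusted p = 3.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).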

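In the DOG libraries each of gst-4, gst-38, gst-30, gst-5 and gst-8, genes of glutathione S-transferases, was called higher at 20 days than at 10 days by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 change over this interval was 3.15 for gst-38, 2.03 for gst-5, 1.94 for gst-30, 1.27 for gst-4 and 0.92 for gst-8. The largest level was that of gst-5 (R03D7.6), which rose from 24.9 ± 1.55 CPM (SD, n = 3) at 10 days to 109.6 ± 0.08 (SD, n = 2) at 20 days. The counts of gst-38 were 6 to 10 per library at 10 days and 77 to 96 at 20 days, and those of gst-8 were 8 to 17 and 25 to 33, so that these 2 changes rest on few reads. Relative to 1 day, gst-5 was higher at 20 days with a log2 change of 0.85, gst-8 with 2.32 and gst-30 with 0.57, gst-4 was lower with -1.64, and gst-38 was not called changed (log2 change -0.25, adjusted p = 0.24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 the change of gst-30 between 1 and 20 days was not called (log2 change 0.56). How reads shared between members of this gene family were divided cannot be read from the counts.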

Investigation of the glutathione metabolism pathway (KEGG-ID cel00480) reveals that a few genes with detoxifying function (*gst4, gst38, gst30, gst5, gst8*) are up-regulated in the DOG-treated worms, while most of the remaining genes of this pathway are down-regulated (Figure S2).

**Figure 4:**
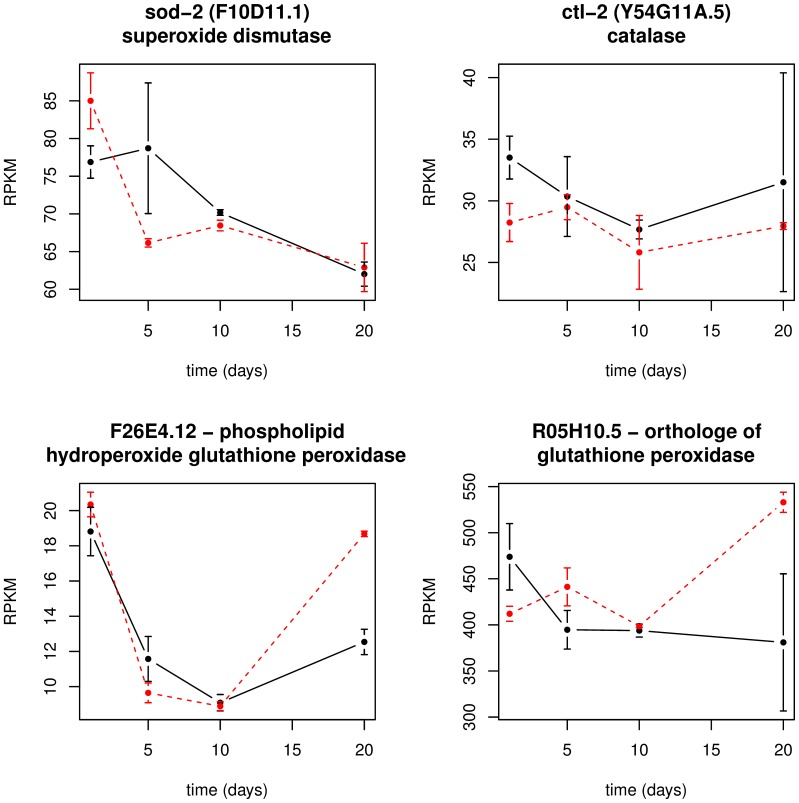
The temporal expression profiles of four genes encoding antioxidant enzymes. The plot shows the mean RPKM values as well as the standard deviation versus age in days for superoxide dismutase *sod-2*, the peroxisomal catalase *ctl-2* and two genes encoding glutathione peroxidases. Black curve: controls; red curve: DOG-treatment.

### Ageing-relevant Genes Display Opposite Monotonic Profiles during DOG-treatment

Because ageing is a continuous process, it can be hypothesized that genes possessing key relevance for ageing (or genes that can be seen as markers for age) change their expression values monotonically over time, while genes with irregular temporal expression patterns might be associated with response to environmental conditions, with the circadian rhythm or other processes. In order to identify genes that change their expression levels monotonically with age, we calculated the Spearman correlation coefficient of each gene’s temporal profile with a linearly increasing sequence. Replicates for each time point were incorporated by a random sampling approach. Subsequently, we classified genes into three classes according to their behaviour with age: a) non-uniformly regulated genes, b) monotonically up-regulated genes, and c) monotonically down-regulated genes (Table 2).

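With all 54 choices of 1 replicate per age and a mean Spearman's rho of at least 0.75, 4006 of the 14773 genes (27.1%) rose monotonically with age under DOG, 2718 (18.4%) fell, and 8049 were non-uniformly regulated. A threshold of 0.9 moved the numbers of rising and falling genes most, to 2253 and 1366. Admitting all 26569 genes with a count in any library moved the non-uniform number most, to 18511. The split into rising and falling genes depended on the scaling, with 3336 rising and 3259 falling genes on TMM-normalized CPM values.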

**Table 2:** Number of monotonically up- and down-regulated genes.

class	DMSO	DOG
monotonically up-regulated	2,473	4,080
monotonically down-regulated	1,589	2,189
non-uniformly	12,151	9,949

The number of genes whose expression values are monotonically up- and down-regulated, respectively, for the DOG-treated worms and for the controls. Note, that monotonic behaviour does not necessarily include differential expression.

Next, we searched for genes that reversed their monotonic behaviour of expression under DOG-treatment. 

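Table S3 gives 21 genes with reversed monotony. In the DOG libraries, the mean rho with age of the 9 genes listed as falling under DOG lay between -1.0 for ubc-7 and -0.80 for prdx-2. Of the 12 genes listed as rising under DOG, 9 reached the threshold, from 0.78 for btb-8 to 1.0 for pars-1. B0035.12 (rho 0.73), F58D2.1 (rho 0.67) and Y57A10C.11 (rho 0.56) stayed under it. F58D2.1 had 38 counts and Y57A10C.11 126 counts summed over the DOG libraries, and both lay under the paper's control mean in every library at every age.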

We found 9 genes that were monotonically up-regulated with age in controls but monotonically down-regulated with age under DOG, and 12 genes that changed from down- to up-regulated (Table S3). Amongst the 9 genes changing from up- to down-regulated, we find genes coding the ubiquitin conjugating enzyme (*ubc-7*) and the antioxidant enzyme peroxiredoxin (*prdx-2*), known to be relevant for life span [18]. 

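Under DOG, ubc-7 (F58A4.10, chromosome III) had RPKM values of 431 ± 14.9 (SD, n = 3) at 1 day, 378 ± 3.49 (n = 3) at 5 days, 372 ± 2.35 (n = 3) at 10 days and 304 ± 0.828 (n = 2) at 20 days, against the paper's control means of 345, 359, 377 and 354. Its log2 change between 1 and 20 days was -0.65 (SE 0.04, adjusted p = 3.4e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The RPKM values of prdx-2 (F09E5.15, chromosome II) were 3182 ± 70.1 (SD, n = 3), 2700.4 ± 65.5 (n = 3), 2951 ± 48.9 (n = 3) and 2355 ± 28.3 (n = 2), against the paper's 2436, 2600.2, 2852 and 2483. Between 1 and 20 days prdx-2 fell with a log2 change of -0.58 (SE 0.05, adjusted p = 4.9e-10), and its rise between 5 and 10 days, 0.12 (SE 0.04, adjusted p = 0.013), did not pass the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.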

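The RPKM values of daf-21 (C47E8.5, chromosome V) under DOG were 305 ± 22.6 (SD, n = 3) at 1 day, 298 ± 12.06 (n = 3) at 5 days, 338 ± 4.73 (n = 3) at 10 days and 448 ± 2.56 (n = 2) at 20 days, against the paper's control means of 396, 346, 337 and 378. These levels rest on the gene length implied by the paper's table. The change of daf-21 between 1 and 5 days was within the replicate spread (log2 change -0.08, SE 0.05, adjusted p = 0.21), and that between 1 and 20 days was not (0.40, SE 0.06, adjusted p = 5.0e-06), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. C30C11.4 (chromosome III) had 82.4 ± 3.65 (SD, n = 3), 78.0 ± 3.92 (n = 3), 87.8 ± 0.933 (n = 3) and 109 ± 0.561 (n = 2) RPKM, against the paper's 111, 89.85, 91.3 and 80.95. Its log2 change between 1 and 20 days was 0.26 (SE 0.05, adjusted p = 7.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).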

The *daf-21* and *C30C11.4* genes, members of the heat shock protein Hsp90 and Hsp70 family, respectively, changed from down- to up-regulated. Loss of *C30C11.4* has been reported to result in reduction of adult life span in otherwise longlived animals [19]. Several of the herewith identified genes have not been linked previously to ageing related processes in *C. elegans*.

### Ageing-relevant Genes show Significant Negative Correlation between Controls and DOG Treated Samples

We used a permutation approach to identify 246 genes whose transcript levels are significantly negatively correlated over age between controls and DOG-treated worms. Such genes exhibit opposite trends with age under the different metabolic regimes, and therefore earn special attention. Subsequently, they were clustered according to their temporal profiles using a fuzzy c-means algorithm. The optimum number of clusters was determined to be 9, using a combination of several cluster validation indexes [20]. 

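The paper selected the 154 genes that Table S4 lists as falling with age under DOG from these same libraries, so these values describe that selection and are no independent test of it. Their mean RPKM values were lower at 20 days than at 1 day, with a median log2 change of -0.48. Of these, 142 passed the count minimum, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 125 of them lower at 20 days over all genes tested, and 3 more when the adjustment was made over these genes alone. All 142 had a negative log2 change with TMM, DESeq2 and library-size scaling alike. Monotonic falls were seen for 78. Pearson's r between the DOG means and the paper's control means over the 4 ages was negative for 152 of the genes, with a median of -0.80.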

The resulting clustering profiles showed clear opposite behaviour between DOG-treatment and controls (Figure S3), while more genes were down-regulated with age under DOG-treatment (154 genes, clusters 2, 4, 5, 6 & 7). Note that the results presented here are similar to those obtained in the previous section, with the distinction that we did not require monotony here. Only 22 genes were found as up-regulated with age under DOG-treatment (cluster 3) and the remaining 3 cluster profiles displayed irregular but likewise opposite temporal behaviour between treatments and controls.

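On mean RPKM values, the DOG libraries were higher at 20 days than at 1 day for each of these 22 genes, which were selected in the same way, with a median log2 change of 0.38. Of the 21 that passed the count minimum, 17 were called higher by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With TMM scaling the median log2 change was 0.20 and 1 gene had a negative change, and with DESeq2's size factors it was 0.18 with 2 genes below 0. Monotonic rises were seen for 16 of the 22. Among the 70 genes of the irregular clusters, 60 had higher mean RPKM values at 20 days than at 1 day and 10 lower ones, and 27 were called higher and 3 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.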

We used the DAVID bioinformatics resource [21] to determine significantly enriched functional categories using the “Functional Annotation Clustering” tool for the clusters identified previously (Table S4). Again, special attention was directed to the clusters containing genes whose temporal transcript profiles displayed opposite quantitative outcome between untreated and DOG-treated worms. 

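Among the genes of Table S4 that fall with age under DOG, trx-2, glrx-22, C30H6.8 and glrx-10 belong to cell redox homeostasis. Their log2 changes between 1 and 20 days were -0.48, -0.39, -0.65 and -0.58, each called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p from 1.6e-06 (glrx-22) to 1.0e-08 (C30H6.8). Of the genes of ubiquinone biosynthesis, clk-1 (ZC395.2, chromosome III) fell from 34.9 ± 2.39 RPKM (SD, n = 3) at 1 day to 25.9 ± 0.333 (SD, n = 2) at 20 days, a log2 change of -0.58 (SE 0.06, adjusted p = 1.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 changes of coq-4 and coq-3 were -0.69 and -0.32. Among the genes of RNA polymerase subunits the log2 change was -0.42 (SE 0.04) for rpb-9, -0.32 (SE 0.09) for rpb-12 and -0.32 (SE 0.09) for Y77E11A.6. With library size in place of the TMM factors, coq-3, rpb-12 and Y77E11A.6 were no longer called lower.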

The 154 genes down-regulated with age under DOG-treatment are, among others, enriched with the GO terms “cell redox homeostasis” (GO:0045454), “ubiquinone biosynthetic process” (GO:0006744), “determination of adult life span” (GO:0007568), and “RNA polymerase activity” (GO:0034062). The 22 genes up-regulated with age under DOG-treatment are significantly enriched () with GO categories related to growth and development, like “growth” (GO:0040007), “regulation of growth rate” (GO:0040009), and “positive regulation of multi-cellular organism growth” (GO:0040018).

### Global Co-expression of DOG-treated Worms is more Dense when Compared to Controls

In order to investigate co-expression patterns of genes under a particular condition, we constructed correlation networks based on the transcriptome data. To start with, we investigated untreated and treated worms separately, i.e. we constructed two networks: one for control worms (DMSO-network) and another one for DOG-treated worms (DOG-network). In these networks, genes are represented by nodes, and the Pearson product moment correlation coefficient between the temporal transcript profiles of a given gene pair was used as weight for the edge connecting this gene pair in the network. The significance of correlation between any pair of genes was estimated and the replicates were included by randomly sampling and subsequent averaging. Genes were only connected in the network when the computed p-value was .

Remarkably, the total number of co-expressed genes and the number of edges are bigger in the DOG-network (Table 3), supporting the hypothesis that impaired glycolysis on average increases the global interconnectedness of the genes. This is also supported by the higher values for mean and maximum node degree displayed by the DOG-network. However, as shown below, this is not necessarily true for every individual pathway.

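The DOG-network was computed from the CPM values of the 15450 genes with at least 1 count in every DOG library, since the correlation of 2 genes does not depend on their lengths, with 100 draws of 1 replicate per age for each gene. Genes were joined when the mean p over the draws was under 0.05, which with 4 ages is a mean absolute r above 0.95. This network held 12036 nodes and 5234313 edges, or 4.4% of all pairs. In simulated data, 4.9% of pairs without a shared profile were joined at this cutoff, so these numbers do not show joining beyond chance. A p cutoff of 0.01 lowered the number of edges most, to 399395 over 6805 nodes, and the p of the mean profile raised it to 11118629. The DMSO-network was not analysed here. From the larger numbers of nodes and edges in the DOG-network of Table 3, the paper reasons that impaired glycolysis increases the interconnectedness of the genes on average.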

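In the DOG-network computed from the counts, the mean node degree was 678 over all genes that entered and 870 over the genes with at least 1 edge, and the maximum node degree was 2408. With the p cutoff of 0.01 the mean was 51.7 and the maximum 581.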

**Table 3:** Key parameters of the two correlation networks.

network parameter	DMSO	DOG
number of nodes	6,273	9,287
number of edges	711,093	1,313,511
mean node degree	96.67	178.56
maximum node degree	1,124	1,398
gamma exponent	−0.74	−0.85

Characteristics of the networks constructed for controls and worms under DOG-treatment. The gamma-parameter (last row) refers to the exponent of the power law usually assumed for the frequency of the node degree.

We investigated the frequency distribution of the number of edges for the nodes in the network (node degree) for both the DMSO- and the DOG-case. As expected, we have a large number of genes with relatively low node degree, and fewer genes with high node degree, so called hubs. We fitted the frequency distribution of the node degree to a power law in the form , where is the node degree, denotes the frequency of occurrence of this node degree in the network, and and are constants to be fitted. The parameter describes how fast the frequency falls with increasing node degree, while is a scaling constant. The node degree distribution of many biological networks (asymptotically) follows such a power law, according to the concept of scale-free networks [22]. As seen in Table 3, the values of for both networks are about 0.8, the value for the DOG-network being slightly bigger.

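For the DOG-network computed here, a linear regression of log10 frequency on log10 node degree gave an exponent of -0.445. With each library left out in turn it lay between -0.443 and -0.389, and with the p cutoff of 0.01 it was -0.984, the largest shift among the alternatives tried.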

### Ageing-relevant Pathways are among the most Strongly Affected by DOG Feeding

Investigating differences of co-expression patterns between two networks permits a more universal picture of gene expression changes between two conditions, in contrast to a single-gene comparison. In order to visualize effects of impaired glycolysis on the co-expression networks, we constructed difference networks (DN) by subtracting the corresponding weights of the DMSO- from those of the DOG-network. DN have already been successfully applied in order to investigate global changes in gene expression between young and old mice [11]. In our difference network, the weights between gene and gene were calculated as , which means that we do not distinguish between positive or negative correlation, but focus on absolute correlation changes. In Figure 5, we show a part of the difference network obtained for the genes of the Oxphos KEGG-pathway. As apparent in the figure, all edge weights are positive, i.e. all genes of the Oxphos pathway increased their correlation under impaired glycolysis. 

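Under DOG, the mean absolute r over the 5565 pairs of 106 Oxphos genes with counts in every library was 0.777. Among 10000 random lists of the same size matched on mean CPM value, the median of this mean was 0.629, the central 95% lay between 0.590 and 0.675, and the highest was 0.721. This describes the DOG libraries and is not a test over replicates. Of these pairs, 1667 were joined in the DOG-network. Pairs of 2 nuclear genes had a mean absolute r of 0.779, pairs of 1 nuclear and 1 mitochondrially encoded gene 0.759, and pairs of 2 mitochondrially encoded genes 0.905. With log2(RPKM + 1) in place of CPM values the mean over all Oxphos pairs was 0.765.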

Taken together, the difference network based on correlation reveals that co-expression in the Oxphos pathway becomes tighter when impaired glycolysis applies.

**Figure 5:**
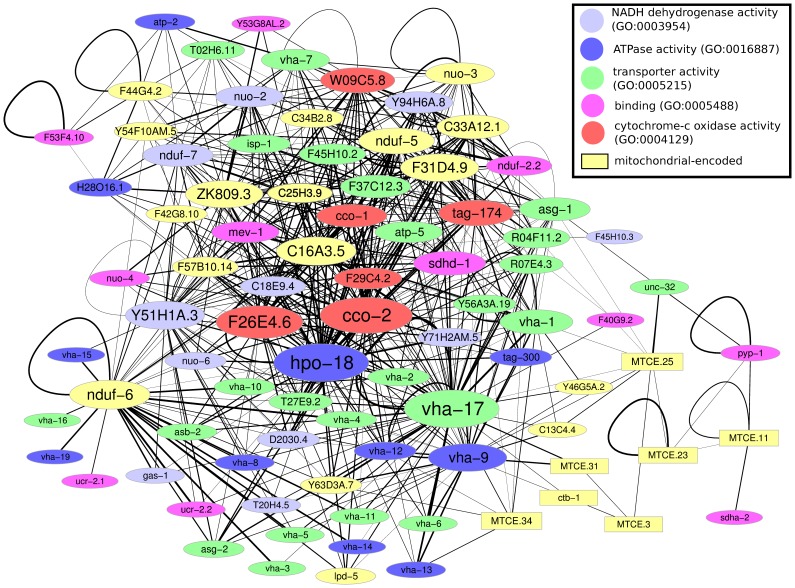
Correlation difference network for genes of the oxidative phosphorylation pathway. Only edges with a weight were drawn. All black edges represent positive weights, i.e. all shown genes exhibit increased co-expression under DOG-treatment. The line width denotes the extent of correlation difference between DOG and DMSO. Several genes present a hub-like structure with a maximum node-degree of 57 for *hpo-18* and *vha-17*. Mitochondrially encoded genes are represented by rectangular shaped nodes, which show less increased co-expression. The node color denotes the assignment to selected GO categories (see legend).

Next, we determined the KEGG signalling pathways and GO-terms that are mostly affected by the impaired glycolysis by investigation of the respective sub-networks of the complete difference network. Pathways or GO-terms with disproportionately many connected genes in the corresponding difference network are those whose co-expression is mostly affected by impaired glycolysis. Table S5 lists the most significantly connected pathways/sub-networks. As a main result, we find that among the KEGG-pathways most vigorously changed by impaired glycolysis are “Ribosome”, “Metabolic pathways” and Oxphos. A large set of significantly connected GO-categories have been found, including e.g. “regulation of growth” (GO:0040008) or “aging” (GO:0007568).

### Impaired Glycolysis Causes Structural Re-organisation of Ageing-relevant Signalling Pathways

We calculated the mutual information (MI) matrices based on the gene expression profiles for the glycolysis pathway and for other pathways known to be ageing-relevant, both for the DOG-treatment and the controls. In order to be able to compare the obtained results, the networks were also constructed for a background gene set (Table 4). Next, we calculated a number of network characteristics in order to uncover differences that emerge when the worms are kept under glucose-restricted conditions. In Figure 6, we show the percentage change of this network parameters for the individual pathways. The complete results of the calculations are reported in Table S6. Because diameter is the only parameter that indicates a tighter network when getting smaller, we show the percentage change of the reciprocal value of the diameter (i.e. 1/diameter) in the bar-plot (see Materials and Methods for details of selected parameters). Hence, bars pointing upwards consistently indicate a tighter network under DOG compared to controls, and bars pointing downwards indicate that the network is relaxed under DOG-treatment. Figure 6 discloses that the introduced changes differ remarkably between the individual pathways. While the background genes and the mTOR pathway genes show merely small percentage changes with both elevated and reduced parameter values, the Oxphos pathway data reveal a distinct enhancement of co-expression under DOG-treatment. This observation is consistent with earlier findings across different species [23], and with findings obtained by the correlation based networks. 

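The mutual information network of the 107 Oxphos genes under DOG, estimated from Spearman's correlation of the mean CPM values at the 4 ages and pruned with ARACNE, had 3631 edges. Its average node degree was 67.9, its transitivity 0.887, its average coreness 59.9, its average graph strength 211 and its cohesion 12. With Pearson's correlation of log2(RPKM + 1) the number of edges fell most, to 132. A background of 1000 genes drawn at random from those passing the count minimum gave 213818 edges and an average degree of 428. Among 1000 random lists matched to the 106 Oxphos genes past the count minimum, the median was 2714.5 edges and the central 95% lay between 2398 and 3168, against 3594 for these Oxphos genes. The glycolysis, glutathione and mTOR networks were not analysed here.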

The higher interconnectedness of genes in the Oxphos pathway suggests a changed regime of mitochondrial activity in the worms held under glucose restriction conditions. In contrast, the connectivity of the glycolysis pathway decreases under DOG diet, pointing to a loosening of co-expression in this pathway.

**Figure 6:**
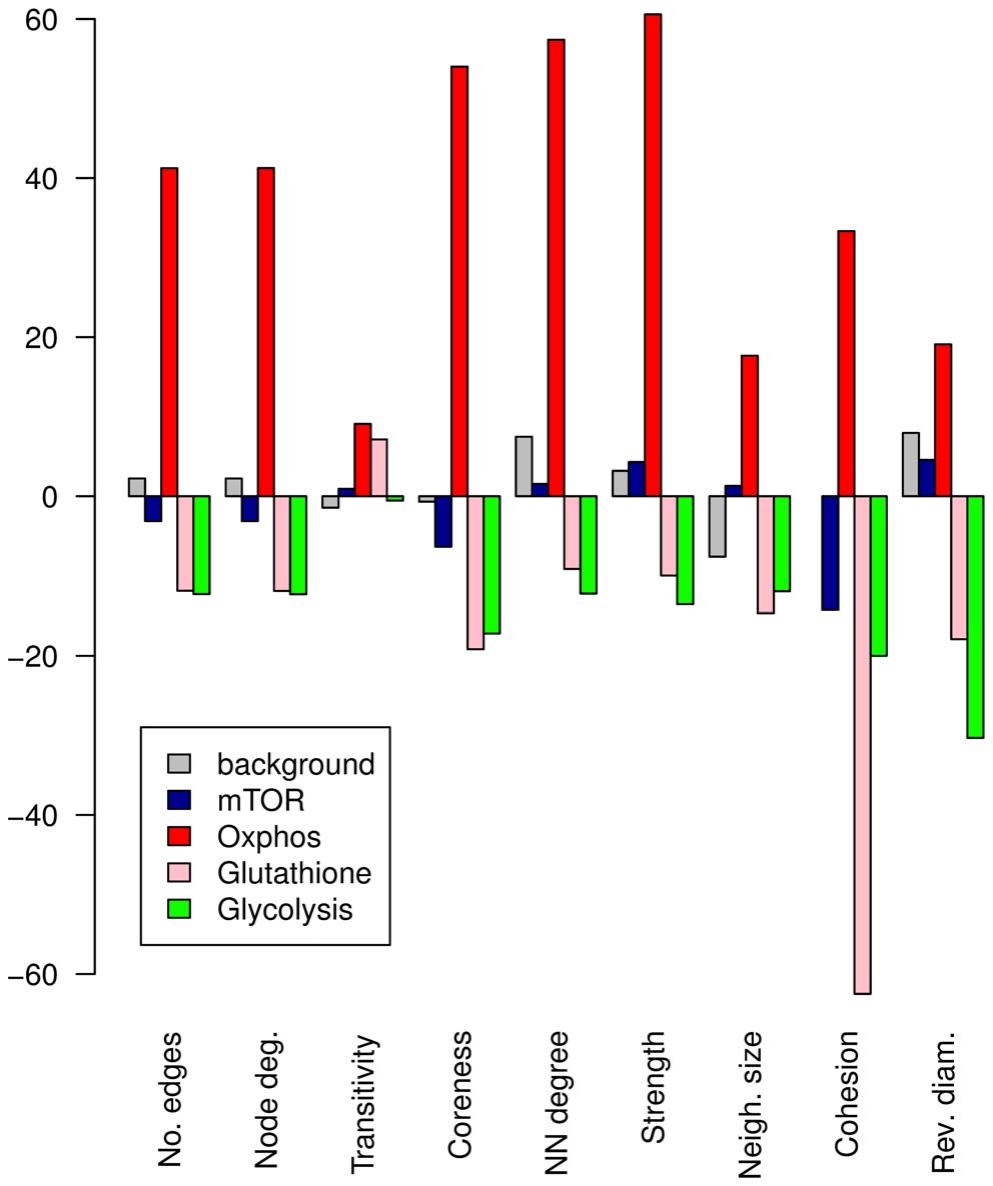
Graphical representation of the percentage change of characteristic MI-network parameters. The x-axis shows nine network parameters characterizing the network structure. The ordinate shows the percentage change of the corresponding parameter when DOG feeding replaces standard diet. Note that we plot the percentage change of the reciprocal value of the network diameter, thereby ensuring that upward pointing bars consistently indicate better connectivity under DOG-treatment (compared to controls), and downward-pointing bars indicate relaxed network connectivity in the DOG-case. The colors of the bars indicate the gene set the change was recorded for: grey bars - randomly chosen “background” genes; blue bars - mTOR pathway genes; red bars - oxidative phosphorylation pathway; red bars - glutathione metabolism pathway; green bars - glycolysis pathway.

**Table 4:** Selected gene-sets for mutual information networks.

pathway	KEGG-ID	number of genes
Background	–	1,000
mTOR pathway	cel04150	25
Oxidative phosphorylation	cel00190	110
Glutathione metabolism	cel00480	37
Glycolysis pathway	cel00010	40

Mutual information networks were created for these selected KEGG pathways and for both conditions. Afterwards, characteristic network parameters were compared in order to evaluate the influence of DOG-treatment on these pathways.

As stated above, the mTOR pathway genes display only small changes of the average network parameters. However, we discovered a structural re-organization of co-expression in this pathway that does not occur in the other pathways investigated in this study. For all the gene sets mentioned in Table 4, we also determined the hubs, i.e. genes in the network which have significantly more connections to their neighbors than the rest of the genes. In order to provide a quantitative measure of how strongly these genes are connected in both the control and the DOG-case, we estimated the graph strength. The graph strength of a node in a network is the sum of the weights of all edges connected to this node. We found that the administration of DOG changes the set of hubs in the mTOR pathway: three genes (*rps-6, let-363, mpk-1*) become hubs under DOG-treatment, while two other genes (*mop-25.1, ife-2*) lose their hub status when standard diet is replaced by DOG-feeding (Figure S4 and Table S6).

Most of the genes changing hub status under DOG-treatment have earlier been associated with effects on life span in *C. elegans*. The *let-363* gene is orthologous to the human *FRAP1* gene, the actual mTOR gene, and is classified in the Gene Ontology (GO) as determining adult life span (GO:0008340). The MAP kinase *mpk-1* - the ortholog of the human *ERK* gene - is a major communicator of cellular responses to external signals, and is involved in the regulation of cell survival and apoptosis. Loss of *rps-6* activity in adult animals extends life span [24]. Although the connectivity of this gene is increased under DOG-treatment, the relative levels of transcription are decreased at old age when DOG is administrated (Figure S5). 

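Under DOG, rps-6 (Y71A12B.1, chromosome I) had 1927 ± 78.1 CPM (SD, n = 3) at 1 day, 1153 ± 64.4 (n = 3) at 5 days, 1143 ± 24.95 (n = 3) at 10 days and 993 ± 37.8 (n = 2) at 20 days. The log2 change between 1 and 5 days was -0.78 (SE 0.05, adjusted p = 5.9e-11) and that between 10 and 20 days -0.31 (SE 0.06, adjusted p = 1.0e-04), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, whereas between 5 and 10 days it was -0.02.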

The *ife-2* gene (ortholog of human *EIF4E*) encodes the translation initiation factor 4F - loss of this gene in adult animals extends life span [25].

## Discussion

Here we present different approaches for the comparison of time resolved gene expression data - measured by RNA-seq - across the complete life span of *C. elegans* under two different conditions. We passed through different levels of expression analysis, starting from the complete set of annotated and expressed genes, proceeding to different gene subsets and functional categories. Beyond the usage of already established and conventional methods, like differential expression and correlation analysis, we also applied new methods suited for non-normally distributed expression data (e.g. the permutation based test applied in order to find genes with opposite temporal behaviour between the two conditions).

To start with, the investigation of the global expression profiles revealed that the effects of ageing are stronger compared to the effects introduced by treatment with DOG (Figure 1). However, the changes on the overall expression caused by the DOG-treatment clearly exceed the variation within the replicates. Taking into account the fact that DOG-treated worms have a longer life expectancy, we can conclude that it seems to be sufficient to make selective changes to the expression patterns in order to prolongate life. We show below that DOG indeed introduces specific changes to the interaction between particular genes and gene groups, and that it is not necessary to reconfigure the whole transcriptome in order to make the worms longer-lived.

Following the disposable soma hypothesis [26], we might expect a more pronounced alteration of the transcriptome after the end of fertility, i.e. between the age of 10 and 20 days. However, at least on the basis of overall sample correlation, we cannot observe such an accelerated change, but the clusters corresponding to a particular age seem to relocate continuously. We have to take into account that the transcriptome data were not taken at equidistant age levels but differ by 4, 5, and 10 days, respectively. 

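In the DOG libraries the distance between profiles was 0.0337 ± 0.0012 (SD over pairs of libraries) between 1 and 5 days, 0.0142 ± 0.00048 between 5 and 10 days and 0.0227 ± 0.00051 between 10 and 20 days. Divided by the 4, 5 and 10 days between the ages, this was 0.00842, 0.00284 and 0.00227 per day. Spearman's rho moved the rates most, to 0.0224, 0.0146 and 0.00996 per day. These distances include the spread between replicates. Less the mean distance between libraries of the same age, the rates were 0.00737, 0.002 and 0.00185 per day. In this form the last 2 changed order with Spearman's rho (0.00201 and 0.00368) and with a pseudocount of 0.1 (0.00159 and 0.00218). The number of genes called changed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 10112 of 14773 (68.4%) between 1 and 5 days, 7146 (48.4%) between 5 and 10 days, 8349 (56.5%) between 10 and 20 days and 11300 (76.5%) between 1 and 20 days. Over all ages, 13508 genes (91.4%) were called. Requiring at least 100 counts in every library moved these numbers most, to 6061 genes between 1 and 5 days. With TMM normalization, which brings the median change near 0, the calls comprised 5093 higher and 5019 lower at 5 than at 1 day, 3505 higher and 3641 lower at 10 than at 5 days, and 4176 higher and 4173 lower (50.0% higher) at 20 than at 10 days. With library size in place of the TMM factors the last split was 5221 higher and 2974 lower (63.7% higher), and that scaling moved the median log2 change of all genes by 0.10. With DESeq2's size factors it was 3508 higher and 4383 lower (44.5% higher).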

Considering that, the estimated changes per day are biggest between day 1 and day 5, while the 5-day to 10-day and the 10-day to 20-day changes are rather moderate and occur with an approximately equal speed (we can guess that the distance between 10 and 20 days is twice that between 5 and 10 days but have to take into account that also the double amount of time has gone).

The latter appears true for controls as well as for DOG-treated samples, a situation that seems to be contradicting the prolonged life of the DOG treated worms [4]. We could naively expect that older DOG samples should be located somewhat closer to younger controls if DOG would just delay the ageing-related changes on the level of global transcription patterns. However, this is not the case here, again speaking for the selectivity of the modifications that lead to a prolongated life.

It speaks for the quality of the measurements that replicates - i.e. samples of same age and treatment - are located closely together in the MDS-plot and thus, reveal the largest correlation (Figure 1). This circumstance can be used for validation of the data. 

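The 10 pairs of DOG libraries of the same age had a Pearson's r of 0.9947 to 0.9967 on log2(RPKM + 1), and the 45 pairs of different age one of 0.9264 to 0.9865. Every same-age pair thus lay above every pair of different age.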

Respectively, one sample was excluded from the analysis because of its high variation and a lack of concordance of its RPKM values with the other replicates in this age group. In the MDS-plot, this sample clearly appeared as an outlier before it was removed from the data set (data not shown).

When following the above arguments, we should keep in mind that the MDS-plot based on Pearson correlation can only give us a gross view on the alterations caused by the administration of DOG. In particular, by calculating the correlation between samples we are only able to detect changes of the shape of the overall expression profiles, but we do not consider possible changes of the magnitude of expression following DOG-treatment. Hence, more subtle changes were subsequently investigated.

Although DOG is administrated over the whole life span of the worms, the number of DEG between DOG-treated worms and controls declines from the age of one day to the age of 10 days (Figure 2). Only at very old age (20 days), this number increases again. We can hypothesize that the significant initial change of expression strength of more than 4,800 genes (Table 1), constituting about 24% of all protein-coding genes, is connected with the initiation of a hormesis effect taking place, as described in the papers by Schulz and Zarse et al. [4], [5]. They show that impaired glycolysis primarily provokes dramatic changes on the molecular level, connected with a transiently increased production of reactive oxygen species (ROS). This, in turn, causes a long-term re-programming of the cell’s metabolic regime, leading to the establishment of stable, long-term persisting mechanisms of antioxidant defense.

In this perspective, the strong initial transcriptional changes might be attributed to the temporary molecular reaction to the ROS flash the cells are exposed to. In later life, the changes brought about by the ROS flash are piece by piece reversed to return the system to an age-specific steady state, while a subset of processes, e.g. the antioxidant defense loops, remain on a deflected level over a considerable part of the life span. The long-lasting effects of a transient ROS pulse are confirmed by measurements showing that already a short-term treatment with DOG extends life span by approximately the same amount as a life-long treatment [4]. A similar effect can be observed in *C. elegans* during the exposure to rotenone, an inhibitor of mitochondrial complex I. It has been shown that already an exposure to rotenone for 5 days was sufficient to extend life span [15].

Because the dosage of DOG is kept constant over the whole life span, there is no straightforward explanation for the rise of the number of DEG near the end of the worm’s lifetime, at an age of 20 days. It is though possible that this final increase of the differences in gene regulation between treated worms and controls is a consequence of the decline of the homeostatic capacity with age, which may be more pronounced in the controls with their shorter life expectancy. The latter is supported by the experimental finding that the survival curves of treated and untreated worms start to differ at the age of approximately 20 days [4].

While the number of down-regulated genes under DOG-treatment is consistently higher than the number of up-regulated genes, this effect becomes even more pronounced with progressing age. Thus, under the influence of impaired glycolysis, the transcriptional machinery is - on average - turned down, something that might be a measure to spare resources in the absence of high-energetic digestible glucose.

It is still under debate to what extend the free radical theory of ageing applies [17], [27]. The basic proposition of this theory is that ageing is caused by the accumulation of damage induced by the detrimental effects of ROS. ROS are unavoidable by-products of the processes taking place in the electron transport chain of the mitochondria [28], [29]. Accordingly, it should be possible to reduce the destructive impact of ROS and to prolongate life by reducing the turnover of mitochondrial energy production, i.e. by down-regulating the mitochondrial metabolism.

While this theory was widely accepted for a long time, conflicting hypothesis have emerged in the recent years. It was experimentally proven that life extension by impaired glycolysis can go along with an increased oxygen consumption in *C. elegans*, when the worms compensate for impaired levels of glycolytic ATP by accelerated production of mitochondrial ATP, the latter requiring gaseous oxygen [4], [5]. The life extension can then be explained by the hormesis effect already mentioned above.

Transcript levels of genes encoding the Oxphos pathway, in glycolytically impaired worms compared to controls, (Figure 3), can give a clue about the changed intensity of mitochondrial energy production under DOG-treatment. It emerges that the expression of the majority of the genes belonging to the Oxphos pathway is increased in DOG-treated worms at the age of one day, suggesting an increased oxygen consumption caused by DOG-administration at this time point. This is in agreement with the measurements of Schulz et al. [4] who reported an increased oxygen consumption up to the age of 48 hours. With progressing age, the expression of the genes of the Oxphos pathway in glycolytically impaired worms is more and more diminished when compared to controls. Eventually, at very old age, that vast majority of the Oxphos genes in these worms is down-regulated, suggesting a lower mitochondrial ATP production. Because the DOG-treated worms can not produce ATP through the glycolytic pathway, it can only be concluded that the treated worms, after some days, acquire the ability to get along with a lower total energy consumption. Another result that speaks for turned-down overall transcriptional activity under DOG-treatment is that genes belonging to the GO category “RNA polymerase activity” (GO:0034062) are over-represented in a cluster that is up-regulated with age in controls but down-regulated with age under impaired glycolysis (Table S4). The assumption of overall diminished energy consumption and reduced translational activity after the age of one day is supported by the constant down-regulation of *cyp-13A5*, a member of the cytochrome P450 superfamily, in the DOG treated worms. Impairment of *cyp-13A5* is known to be connected with decreased or slow growth [30], [31], a situation that is typical for caloric restriction and longevity. Further hints how the worms might be able to maintain a functioning metabolism with fewer resources will be given below, when network properties of DOG-treated and untreated worms are compared.

Aiming at a reduction of ROS levels, diminishing the production rate of ROS is not the only possibility. An alternative way to protect the cells from oxidative damage is the elevation of the concentration of ROS scavengers like SOD, CTL, peroxiredoxin or glutathione peroxidase (GPX). Schulz et al. measured the activities of these enzymes under glucose-impaired conditions and compared them to untreated controls [4]. They found no increased SOD or GPX activity at any time point evaluated (2 hours, 1 day, 2 days, 6 days) but a significant rise of CTL activity in the glycolytically impaired worms after 6 days. On the transcript level, we neither detect a significant increase of SOD or CTL at any age level (Figure 4), but a significant increase of two GPX (*F26E4.12*, *R05H10.5*; Figure S1) at very old age (20 days). As a matter of course, the discrepancies are not surprising because expression levels do not necessarily reflect enzyme activities and vice versa [32]. The elevation of the GPX at very old age on the transcript level suggests a late impact of the life-extending drug, consistent with the experiments made by Schulz and colleagues. These late changes are attended by continuous, life-long changes in DOG-treated worms when compared to controls, as revealed by the analysis of genes that change from monotonically down- to monotonically up-regulated or vice versa. The *daf-21* gene rises monotonically over the whole life span in DOG-treated worms, in contrast to untreated worms where it is continuously declining over life time. This is in agreement with the fact that a down-regulation of *daf-21* results in reduced life span of *C. elegans* [19], [33]. Unexpectedly, the peroxiredoxin *prdx-2*, a hydrogen peroxide scavenger, is up-regulated with age in untreated worms while it is down-regulated with age in glycolytically impaired worms. This counter-intuitive result might be a consequence of the supposed lower gross energy consumption when monitored over the whole life span, in agreement with the down-regulation of the Oxphos pathway and the assumed long-term reduction of mitochondrial ATP production (Figure 3).

The results of the identification of genes whose expression profiles were negatively correlated between treated and untreated worms, support the conjecture that DOG causes a reduction of the gross level of transcriptional activity with age. Of the 246 genes which are negatively correlated between the two conditions, 154 genes in 5 clusters are down-regulated with age under DOG in contrast to controls (Figure S3). One of the down-regulated clusters is enriched with genes belonging to the gene ontology term “RNA polymerase activity” (GO:0034062), also supporting the above conjecture. Only one cluster containing 22 genes shows the opposite behaviour. This cluster is enriched with genes connected with the regulation of growth (GO:0040008, Table S4).

We have found several hints suggesting that overall energy consumption and gross transcriptional activity are turned down under DOG-treatment when compared to controls. This raises two questions: a) how are the worms able to maintain normal functionality under such conditions and b) why are the worms not using this low energy regime by default, considering the prolonged life span it provides. The answer to the latter question seems to be more obvious: glucose provides an easy available, energy-rich and easy-digestible nutrient. It would be a waste of resources to abstain from natural sugars. Quick access to high-energy nutrients is certainly an advantage in the course of evolution, and is of much greater importance as a long lifetime. Furthermore, it was shown that DOG-treated worms show reduced fertility and a diminished progeny production [4], a fact that certainly also constitutes a competitive disadvantage in natural selection. The above arguments are strengthened by the investigations of Jenkins et al. who demonstrate that *daf-2* mediated life span extension is attended by dramatically reduced fitness [34].

When investigating correlation networks, we discovered clues that might be able to answer the first question as well. The results obtained by the analysis of the difference networks reveal that impaired glycolysis on average increases the global interconnectedness of the genes, supported both by the number of nodes and edges in the DOG-based correlation network, and by the higher mean and maximum node degree in the DOG-network when compared to the DMSO-network. This becomes especially clear when having a look at the Oxphos pathway, found to be one of the most vigorously changed KEGG pathways by impaired glycolysis. We have seen above that the majority of the genes belonging to this pathway are down-regulated at older age in DOG-treated worms compared to controls. Strikingly, the difference network (Figure 5) shows that this down-regulation is accompanied by an improved connectivity in this pathway. Literally, the co-expression of all genes in this pathway is improved when DOG is administrated. This is in agreement with the findings obtained by the calculation of MI, which confirmed that the connectivity of the Oxphos pathway is improved under DOG-treatment (Figure 6, red bars). We can therefore speculate that a better connectivity under impaired glycolysis enables the cell to survive with fewer resources. However, at the same time, the higher connectivity might increase the vulnerability of the network against external perturbations, a characteristic of so called exponential networks [35]. The reason for the increased vulnerability of exponential networks is that - in contrast to scale-free networks - a failure in any node affects many neighboring nodes simultaneously. Therefore, it can be suspected, that prolongation of life span by impaired glycolysis can preferably be achieved under laboratory conditions but not in the wild, another argument that speaks against the usefulness of the glucose-restricted regime as a default metabolic regime.

It is not surprising that co-expression in the glycolysis pathway (Figure 6, green bars) decreases in the case of inhibition by DOG. This might be the consequence of an adaptive response taking place in the cells under impaired glycolysis, where more resources are directed towards oxidative phosphorylation and other processes when energy production by means of glycolysis is inoperable caused by DOG-feeding. Surprisingly, the connectivity of the glutathione pathway is also reduced in the DOG-case, a finding that seems to be a contradiction to the detected longevity of DOG-treated worms. However, we pointed out that (transiently) increased ROS levels can very well be connected with longevity [4], [5].

The perhaps most intriguing structural modification induced by DOG-treatment is the re-organisation of the hubs under DOG-treatment observed in the mTOR pathway. To exemplify this, we can have a look at the *C. elegans* gene *let-363*, the ortholog to the mammalian *FRAP1* gene. The gene encodes the mTOR kinase, a major sensor of cellular energy levels and stress. When ATP or nutrient concentration is high and stress levels are low, mTOR up-regulates translation and stimulates growth and reproduction. Under harsh conditions, *FRAP1* is regulated down, rates of translation are reduced [24], and the cell undergoes a shift towards cell protection and maintenance [36], eventually leading to a prolonged life span [37]. 

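The RPKM values of let-363 (B0261.2, chromosome I) under DOG were 6.52 ± 0.125 (SD, n = 3) at 1 day, 9.925 ± 0.803 (n = 3) at 5 days, 13.2 ± 0.1 (n = 3) at 10 days and 13.3 ± 0.472 (n = 2) at 20 days. The paper's control means are 9.63, 11.7, 13.5 and 12.7. The log2 ratio to the paper's control mean was -0.56, -0.24, -0.03 and 0.07 at the 4 ages, with every library under the control mean at 1, 5 and 10 days and both above it at 20 days. Within the DOG libraries let-363 rose between 1 and 5 days with a log2 change of 0.56 (SE 0.04, adjusted p = 1.2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).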

As revealed by our RNA-seq data, the absolute level of expression of *let-363* indeed is decreased at early ages in the long-lived DOG-treated worms (Figure S5), in accordance with the above statements. However, in addition to down-regulation of the expression level, DOG-treatment also promotes *let-363* to a hub (Figure S4), i.e. the gene gains a number of new network connections when DOG is administrated while only being loosely connected in controls. The latter points to the need to put even more emphasis on the investigation of the gene’s interactions in future research, rather than merely exploring their individual levels of expression.

To summarize, we have identified a number of genes and pathways that are potentially involved in the DOG-driven extension of life span of the roundworm *C. elegans*, some of them so far not mentioned in this context. Furthermore, we have shown how the network structure and connectivity of ageing-relevant signalling pathways is re-organised under impaired glycolysis.

## Materials and Methods

### Experimental Design

This study comprises 22 samples: triplicates for controls and treated samples at the age of 1, 5 and 10 days; duplicates for controls and treated samples at the age of 20 days. Each sample involves a number of worms in order to gain a sufficient amount of total RNA for the sequencing process. The exact number of worms per sample varies between several thousands (1 day) and hundreds (20 day). One sample for the 10-day old controls (JA19) had to be discarded because of its high variation between replicates. Additionally, this sample had a low RNA integrity number (RIN) of 6.6 while the mean value for all other samples was about 7.7 with a standard deviation of 0.67.

### *C. elegans* Strains and Maintenance

The *C. elegans* strain used was wild-type N2 (var. Bristol) and was provided by the Caenorhabditis Genetics Center (Univ. of Minnesota). Maintenance was performed as previously published [5], [15].

### DOG-treatment

Treatment of *C. elegans* was carried out on NGM agar plates at 20°C, containing either DOG at final concentration of 5 mM or same volume water as solvent control. As food source for compound treatment heat inactivated bacteria were used. To obtain heat inactivated bacteria, an overnight liquid culture of *E. coli* was treated 30 min at 65°C. The bacteria suspension was then concentrated 20-fold by centrifugation (30 min at 3,200×g) and resuspended in S-buffer containing 10 mM MgSO4 and 5 mg/ml cholesterol.

After L4 larvae stage, worms were transferred to NGM agar plates containing either DOG or water. Nematodes were washed off the plates every 24 hours with S-Basal and allowed to settle by gravitation to remove offspring. The worm pellets were transferred to freshly prepared DOG and control plates and were incubated for indicated time periods.

### Extraction of Total RNA from *C. elegans*

Total RNA was isolated using QIAzol (Qiagen, Hilden, Germany) based on the phenol/chloroform extraction method. Afterwards the RNA was quantified photometrically with a NanoDrop 1000 (PeqLab, Erlangen, Germany) and stored at −80°C until use.

### Transcriptome Profiling Using Deep Sequencing

Agilent Bioanalyzer 2100 and RNA 6000 Nano Kit (Agilent Technologies) was used to check RNA quality in terms of degradation. The RNA integrity number (RIN) was 7.7 in average. Around 2.5 µg of total RNA was used for indexed library preparation using Illumina’s TruSeq™ RNA Sample Prep Kit v2 (order # RS-122-200x) following the manufacturer’s instruction. Libraries were pooled and sequenced (4 samples per lane) using a HiSeq2000 (Illumina) [38] in single read mode with 50 cycles using sequencing chemistry v2. Sequencing ends up with an average of around 50 million reads per sample with a length of 50 bp. Reads were extracted in FASTQ format using CASAVA v1.8.2 (Illumina). The data discussed in this publication have been deposited in NCBI€s Gene Expression Omnibus and are accessible through GEO Series accession number GSE46051 (DMSO controls) and GSE46344 (DOG-treatment).

### RNA-seq Data Analysis

Raw data from the sequencing machine was received in FASTQ format. Read mapping was performed using Tophat [39] and the *C. elegans* reference genome (Ensembl release WS220). The resulting SAM alignment files were processed using the HTSeq Python framework (http://www-huber.embl.de/users/anders/HTSeq; htseq-count in mode ‘union’) and the respective GTF gene annotation, obtained from the Ensembl database [40], in order to assign the sequence reads to the annotated transcripts. Gene counts were further processed using the R programming language [41]. 

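The deposited counts list 45461 genes, of which 18892 have 0 counts in all 11 DOG libraries. The other 26569 have at least 1 count in at least 1 DOG library, and 15450 of these have counts in every one.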

After discarding the genes which solely displayed zero-valued read counts at all age levels, we had available age-dependent expression values for 26,732 genes in the DMSO-case (controls) and 26,569 genes in the DOG-case, respectively. Taken together, complete transcriptome data for 21 samples were available, comprising four different age levels (see Table S1). The read counts were normalized with respect to the size of the individual genes and to the total amount of data obtained in the sequencing process, resulting in an RPKM (Reads Per Kilobase of exon model per Million mapped reads) value for each gene at each time-point [42]. The RPKM values are approximately proportional to the expression levels of the corresponding genes or, more precisely, the ratio of the magnitudes of the RPKM values of a given gene pair reflects the relative abundance of RNA molecules of this gene pair in the sample [42].

We created multi-dimensional scaling (MDS) plots in order to validate the relation of samples and conditions (Figure 1). This plot illustrates dissimilarities between high-dimensional data-sets - here between expression profiles - by finding a set of points in a plane in such a way that the two-dimensional distances between these points reflect the dissimilarities between the datasets. MDS plots were constructed using the cmdscale (classical metric multidimensional scaling) function of the R programming language. The calculations were carried out using default parameters. As dissimilarity measure between samples and , we use , where stands for the Pearson correlation coefficient across all genes, between the samples and . Using this distance measure, highly correlated samples are considered to be close to each other while sample pairs with a mutual correlation close to minus one are considered to be most distant.

### Differentially Expressed Genes

We infer differentially expressed genes (DEG) for each time point separately in order to gain insight into the dynamics of differential expression throughout the whole life span of *C. elegans*, i.e. we observe how many up- or down-regulated genes exist between the two conditions at each time point. The unnormalized gene counts for all genes included in the annotation file were used, however genes were excluded if they had low count values (<100) in one of the samples, which resulted in remaining a set of 16,128 genes. 

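In the DOG libraries, 8057 genes had at least 100 counts in every library, 11473 in at least 1 library, and 14773 when the counts were summed over the 11 libraries. Of the 1669 genes of Table S7 read here, 852 had under 100 counts in at least 1 DOG library and 498 in every DOG library, and the lowest sum was 16 counts. The minimum applied here, 100 counts in sum, was passed by 1517 of these genes.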

DEG between controls and samples treated with DOG were identified using the edgeR [43] and the DESeq [44] software available within the R statistical language suite [41]. Both packages provide tests for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. Calculated p-values were adjusted for multiple testing using the Benjamini-Hochberg correction algorithm [45]. Genes were regarded as differentially expressed when significance on 99% confidence level was confirmed by both tools. The number of genes which passed this test are listed in Table 1.

### Clustering of Expression Profiles

Genes were clustered according to their temporal profiles using a fuzzy c-means algorithm. We used the function cmeans from the package e1071 of the R programming language. Parameters were defined as: , , . The number of trials for the fuzzy algorithm was set to 30. The optimum number of clusters was determined using a combination of several cluster validation indexes as described by Guthke et al. [20].

### Monotony Test and Monte-Carlo-based Correlation Test

In order to identify genes that change their expression levels monotonically with age, we calculated the Spearman correlation coefficient of each gene’s temporal profile with the linearly increasing curve . In order to incorporate the replicates at each time point, we repeated the calculations by randomly sampling over the replicates at each time point, and by calculating an average correlation coefficient from the re-sampled curves afterwards. We used the calculated correlation coefficient of gene with the linear increasing curve as a criterion to split the genes into the following three groups: if was below −0.75, we considered a gene to be monotonically decreasing with age, if was above 0.75 the gene was considered to be monotonically increasing with age, and if was in between these values, the expression of the corresponding gene was considered non-uniformly. Choosing ±0.75 as a threshold seems to be overly generous, however, given the small number of replicates in connection with the considerable variation between them, the value seems to be reasonable.

We used a permutation approach in order to estimate the significance of the correlation between all pairs of temporal gene expression profiles. We generated a null-distribution of a test statistic by repeatedly permutating the chronological order of the expression values of one gene in the pair, and by subsequently calculating the test statistic for this particular arrangement. To obtain the results at hand, we used the Pearson correlation coefficient as a test statistic, and we carried out 1,000 iterations in order to generate the null-distribution for a given gene pair. For each iteration, we randomly picked one of the replicates at every age level. A one-sided p-value was then calculated by counting the portion of samples whose calculated correlation is at least as extreme as the observed correlation, the latter being calculated using averaged expression values at each time point. Genes were considered significantly negatively correlated if their correlation coefficient was negative, and the p-value, calculated using the permutation approach, was lower than or equal to 0.05.

### Correlation and Mutual Information Networks

The time series of every gene with non-zero RPKM expression values have been used for the estimation of pairwise correlation resulting in two undirected, weighted networks of co-expressed genes, one for each condition. In each network, nodes represent genes, while the correlation between two genes and determines the weight of the edges. Instead of using a fixed correlation threshold, a p-value cutoff of 0.05 was used, estimated using the cor.test function in R. The replicates were included by random sampling. Genes with high variance of expression tend to result in larger changes of correlation and thus were excluded if the p-value was below the selected cutoff. For the first 3 age groups, 3 replicates have been available, while for the last age group (20 days) only 2 are at hand, which results in 3*3*3*2 = 54 possible permutations choosing an temporal profile for one treatment. Accordingly, for each gene there are 54*54−2,916 permutations possible. In order to keep computation time feasible, only 100 out of the 2,916 possible permutations were chosen randomly. Like other biological or social networks, the generated correlation networks are sparsely connected and are supposed to exhibit scale-freeness. This was modelled using linear regression, which resulted in different power law exponents for both of the correlation networks. The parameter characterises the frequency distribution of node degrees in the networks. For the estimation of the difference networks, the fully connected correlation networks were subtracted. The weights of the edges between gene and gene were calculated as the difference of the correlation coefficients , which means that we weight positive and negative correlation equally by focusing on absolute correlation changes. For the subsequent determination of KEGG pathways and GO terms that are mostly affected by the impaired glycolysis, the difference network was pruned using the criterion , which resulted in a sparsely connected network only showing edges connecting gene pairs with substantially changed correlation by DOG. For the pathway investigation, we extracted sub-nets from the global difference network containing the genes of individual GO terms and KEGG pathways, respectively. We considered the 2,881 GO-terms containing more than 3 genes, and all 125 annotated KEGG pathways for *C. elegans*. For these sub-networks, we calculated the fraction of connected genes, and compared this number to the fraction of connected genes in the global difference network. KEGG pathways and GO terms with a significantly increased fraction of connections were determined using Fisher’s Exact Test.

We calculated the mutual information (MI) matrices based on the gene expression profiles utilizing the minet package of the R statistical language suite [12]. MI is an entropy-based measure of the dependency of variables which can be seen as a generalization of correlation. MI-networks (MIN’s) were then constructed from the MI-matrices using the Aracne algorithm [46], a method which uses an information theoretical approach to remove those entries from the MI-matrix which are merely caused by indirect interactions between genes. The standard parameters suggested by the minet package were not changed. As distance estimator in build.mim, we use the Spearman correlation coefficient. In order to analyse the network structure, we utilized the igraph package of the R programming language. When constructing the required igraph object, graphs were declared to be undirected and weighted. MIN’s were created for each of the pathways listed in Table 4 and for 1,000 genes randomly chosen from the whole data-set (background). For simplicity and for the sake of keeping computation time feasible, we averaged over replicates at each time point, thus restricting the calculation to mean values.

For all MIN’s the following parameters have been calculated utilizing the igraph package: a) number of edges, b) average node degree, c) transitivity (often called “clustering coefficient”), d) average coreness, e) average nearest neighbor degree, f) average graph strength, g) average neighborhood size (of 2nd order), h) graph cohesion (“vertex connectivity”), and i) diameter (average length of the shortest paths between any two nodes). A description of these parameters can be found in the review paper by Barabasi and Oltvai [47], in the reference manual for the igraph package, or in the references cited therein. Loosely spoken, the network is more tightly connected if parameters a) through h) are big, and i) is small.

## Supporting Information

Figure S1 **The temporal expression profiles of several anti-oxidant genes.** The plot shows the mean RPKM values as well as the standard deviation versus age in days for five genes encoding superoxide dismutases, three genes encoding catalases and two genes encoding glutathione peroxidases in *C. elegans*. Black curve: controls; red curve: DOG-treatment.
(TIFF) Click here for additional data file.

Figure S2 **Heatmap showing change in gene expression during DOG-treatment for** “**glutathione metabolism” genes.** All genes belong to the KEGG pathway “glutathione metabolism” (KEGG-ID cel00480). The genes are grouped according to the hierarchical clustering of their log2 fold-change profiles (dendrogram on the left side). While most of the genes show down-regulation (colored in red) during DOG-treatment, a group of genes that encodes glutathione transferases is up-regulated (colored in green).
(TIFF) Click here for additional data file.

Figure S3 **Fuzzy c-mean clustering result of genes which are negatively correlated.** 246 significantly negatively correlated over age were identified using a permutation approach. Fuzzy c-mean clustering resulted in a optimal arrangement of 9 clusters (see local peak in CVI plot). Each sub-panel of the figure displays one cluster, showing the mean temporal gene expression profiles of the untreated worms on the left side (red dots), and the corresponding gene expression profiles for DOG-treated worms on the right side (blue rectangles). The lines denote the standard deviation. It can clearly be seen that the profiles belonging to the untreated worms display opposite behaviour when compared to the profiles of the DOG-treated worms. The red-framed clusters, comprising 154 genes in total, contain genes which are up-regulated with age in controls but down-regulated under DOG, respectively. The green-framed sub-panel contains a cluster with 22 genes exhibiting exactly the reversed behaviour. The remaining three clusters (numbers 1, 8, and 9) exhibit irregular but likewise opposite temporal behaviour between treatment and controls.
(TIFF) Click here for additional data file.

Figure S4 **MI-network for genes of the mTOR pathway.** Genes of the mTOR pathway that win or loose hub status when standard diet is changed to DOG feeding. A similar behaviour was not observed in other pathways investigated in this study. Red colored genes are more loosely connected in controls but become a hub in the DOG-network. The opposite behaviour can be observed for the two genes colored in green, which lose their hub status during DOG-treatment.
(TIFF) Click here for additional data file.

Figure S5 **Expression profiles for hub-genes of the mTOR pathway.** Expression profiles for genes of the mTOR pathway that win or loose hub status when standard diet is changed to DOG-feeding.
(TIFF) Click here for additional data file.

Table S1 **RNA-seq sample overview and mapping statistic.** Excel file with RNA-seq sample names, total number of reads and Tophat mapping details.
(XLS) Click here for additional data file.

Table S2 **Constantly up- or down-regulated genes.** Excel file containing significantly differentially expressed genes, which are constantly up- or down-regulated at all four age levels. Expression values are the mean of the RPKM values from the single replicates.
(XLS) Click here for additional data file.

Table S3 **Genes with opposite monotonic behaviour of expression during DOG-treatment.** Excel file containing genes with altered monotonic behaviour during DOG-treatment, including mean RPKM expression values and Spearman correlation coefficients.
(XLS) Click here for additional data file.

Table S4 **Fuzzy c-means clustering result of negatively correlated genes.** The Excel file includes genes with significantly negative correlation between controls and DOG-treatment. The genes are sorted according to the fuzzy c-means clustering result, which yielded 9 clusters. The gene enrichment results were obtained using the DAVID online tool for two selected gene sets (Figure S3).
(XLS) Click here for additional data file.

Table S5 **Pathways and GO terms with disproportionately many connected genes in the difference network.** Excel file containing KEGG-categories and GO-terms which are enriched with connected genes in the correlation based difference network. For each pathway or category the total number of genes, the number of connected genes, and the results of the statistical test are given.
(XLS) Click here for additional data file.

Table S6 **Mutual information network parameters.** Excel file containing the estimated parameter values from the different mutual information networks, shown in Figure 6.
(XLS) Click here for additional data file.

Table S7 **DEG analysis results by DESeq and edgeR.** Excel file containing the results from the analysis of DEG identified by DESeq [44] and edgeR [43] for each of the 4 age groups. The table contains the mean RPKM expression values, fold-changes, and statistical test results.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

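Transcript levels were measured by RNA-seq in 11 libraries of C. elegans kept on 5 mM DOG, with 3 libraries each at the ages of 1, 5 and 10 days and 2 at 20 days. Ages and replicate numbers were taken from the sample labels and from Table S1, whose library names match the names of the columns with counts. The 1 sample that the paper left out was a control of 10 days and is not among these libraries. The DMSO controls were not analysed here, and values of controls are the mean RPKM values printed in Tables S2, S3, S4 and S7, always marked as the paper's. The part of Table S7 used here holds 1669 genes.

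The authors mapped the single-end reads with Tophat to the genome WS220 and counted them per gene with htseq-count in mode union and the matching Ensembl annotation, and the deposited values are these raw counts, without normalization, filtering or pooling of replicates. The paper does not state the versions of these tools or whether strand was used. No RPKM values are among the values used, although the design of the tests, fixed before the data were examined, had assumed them, so RPKM values were computed here as the count divided by the counts on all genes of the library and by the gene length. For 1910 genes the length is the whole number of bases implied by the RPKM values of the paper's tables, and for the others it is the summed exon length annotated in WBcel235. Of the genes with at least 100 counts, 98.8% have a length. The 2 genome builds differ, so no coordinates are given, and the chromosome is that listed with the counts.

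Changes with age were tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) by the quasi-likelihood test on the counts, with TMM normalization, all 4 ages in one fit without covariates, and Benjamini-Hochberg adjustment at 0.01. Genes entered with at least 100 counts summed over the libraries. TMM factors ran from 0.946 to 1.076. Sets of genes were tested with limma's camera with the correlation between genes estimated from the data and Benjamini-Hochberg adjustment over the 32 set tests made. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and igraph 0.11.9 served for the other steps. Distances between libraries were 1 minus Pearson's r of log2(RPKM + 1), and the grouping by age was tested by exact permutation. Monotony was the mean Spearman's rho with age over all 54 choices of 1 replicate per age, with a threshold of 0.75. Correlations and ranks within a gene do not depend on its length, so monotony and both networks were computed from CPM values, which also let in the genes without a length. The correlation network used 100 draws of 1 replicate per age and gene and joined genes with a mean p under 0.05. The p cutoff of 0.05 is the one stated in the paper's methods. The paper's exclusion of genes whose expression varied strongly was not applied. Mutual information was estimated from Spearman's correlation of the mean values per age and pruned by ARACNE with eps 0. The Oxphos genes are the 107 genes of Fig. 3.

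The edgeR test, the monotony classes, the correlation network and the mutual information with its pruning were first tested on simulated data, the other steps were not. Of 14773 simulated genes, 200 were changed, and 14660 genes passed the count minimum. Among these, edgeR called 184 of the 198 changed genes (92.9%) and 2 unchanged ones. In the data 76.5% of genes were called between 1 and 20 days, so this simulation does not test TMM normalization where most genes change. The monotony classes were right for 200 of 200 genes made to rise or fall at every step, with 2.1% of unchanged genes called monotonic. Most genes in the data change with age, so the 2.1% is not an error rate for the monotonic genes found there. How often a gene that changes with age in no steady direction is called monotonic was not simulated. With the age groups of the data kept, 703 to 5269 genes were monotonic in the 22 orders other than the real one and its reverse. In the network, 100.0% of pairs with a shared profile and 4.9% of other pairs were joined. The pruning of mutual information was tested on values without ties.

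The depth per library was 23648292 to 58499127 counts on genes. For genes with many counts the spread between replicates, a biological coefficient of variation of 4.1%, limits the precision, and for genes with few counts the sampling of reads does. A fold change against an age whose libraries all hold 3 counts or fewer is given as a lower bound. With 3 and 2 replicates, an exact test of a single gene between 2 ages could not pass a threshold of 0.05, so the tests of single genes rest on the spread shared over all genes.

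Genes are named where the paper's text, Figs. 3 and 4 or Tables S2 and S3 name them, where Table S4 lists them under a term that the text names, and as the 3 genes with the largest rise and the 3 with the largest fall between 1 and 20 days among those called, with at least 100 counts in every library of the higher age and no overlap between the libraries of the 2 ages. This rule and the alternatives listed next were set before the data were examined. The background list drawn from all genes with a count and the distances less the distance within an age were chosen after seeing the values. The alternatives were DESeq2 1.42.0, library size in place of TMM factors, other count minimums, an adjusted p of 0.05, fits with only 2 ages, the replicate number as a block, other pseudocounts, scalings, thresholds and network settings, and each library left out in turn. The replicate numbers come from the sample labels. The hubs of the mTOR pathway and the networks of the other pathways were not re-derived, because the members of these pathways are not listed in the materials used here.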

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

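All tests in this part were chosen after the changes they examine had been seen. The genes and gene sets below lie outside those that the paper discusses.

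Among the genes called changed between 1 and 20 days under DOG, the largest rises were those of cnc-1, C54F6.15 and clx-1. None of the 3 had a count in any library at 1 day, so their rises are lower bounds. At 20 days cnc-1 stood at 36.0 ± 2.58 CPM (counts scaled to the library's total; SD, n = 2), at least 283-fold higher than at 1 day, where the floor was taken as 3 counts. C54F6.15 stood at 25.4 ± 1.2 (SD, n = 2), at least 200-fold higher, and clx-1 at 7.6 ± 0.72 (SD, n = 2), at least 59-fold higher. The largest falls were those of 3 collagen genes. The level of col-93 was 257 ± 5.65 CPM (SD, n = 3) at 1 day, and with at most 1 count in a library at 20 days it was at least 4547-fold lower. The log2 change was -14.09 for col-20 and -13.49 for col-124. In all 6 genes the libraries of the 2 ages do not overlap. Of the 14773 genes tested, 4907 rose and 3645 fell without overlap of the CPM values and with at least 100 counts in every library of the higher age. All of these had an adjusted p under 0.01 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The deeper libraries at 20 days reach this count minimum more easily, so the 2 numbers cannot be compared as a surplus of rises. Without the count minimum and the adjusted p, chance alone separates 3 libraries from 2 in a given direction for 10% of genes. Among all genes called between these ages, with or without overlap, the split depended on the scaling. It was 5689 higher and 5611 lower with TMM, 5370 and 5456 with DESeq2, and 6472 and 4810 with library size.

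The libraries at 20 days are deeper than those at 1 day, but the largest total is only 2.47 times the smallest, the levels are scaled to the totals, and the collagen genes fell towards the deeper libraries. With every library thinned to 23648292 counts, the libraries of the 2 ages stayed apart in all 6 genes, which changes of this size could not fail to do, so depth does not account for these changes. Collagen genes resemble one another, and reads moving between copies were tested through the rest of the family. The 113 collagen genes without the 3 largest falls were lower at 20 than at 1 day as a set (median log2 change -5.71, 97 called lower and 7 higher, a camera p of 0.00572 and an adjusted p = 0.0366 over the 32 set tests made with limma's camera), so a shift of reads between copies does not account for the fall. RNA from other sources and sequence variants were not tested, so no biological explanation is put forward for these genes beyond their link with age in this design.

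Sets of marker genes were listed before they were tested. Of 40 listed sperm genes, 16 were tested. Their median log2 change between 1 and 5 days was -7.11, with 15 of 16 lower. The set test did not pass (adjusted p = 0.185 from limma's camera). Library size gave a median of -7.07 and DESeq2 -7.30. From 10 to 20 days the sperm genes went the other way, with a median of 1.54, 13 higher and 3 lower. Of these, 4 were called higher and 0 lower (set test, adjusted p = 0.838 from limma's camera). Between 1 and 20 days the median of 6 yolk genes was -5.36, with 6 of 6 lower (a camera p of 0.0149, and adjusted p = 0.0648 from limma's camera), and that of 116 collagen genes was -5.76, with 104 lower (adjusted p = 0.0352 from limma's camera). The yolk genes passed 0.05 between 10 and 20 days (median -3.53, 6 of 6 lower, adjusted p = 0.0352 from limma's camera) and the collagen genes also between 1 and 5 days (median -4.11, 101 of 116 lower, adjusted p = 0.0352 from limma's camera), while the sperm genes passed in no interval. Between 1 and 20 days the medians of yolk and collagen genes were -5.21 and -5.61 with library size, and -5.37 and -5.79 with DESeq2. Library size and DESeq2 each moved the median log2 change of all genes by at most 0.15 from its TMM value. They could thus not have changed the direction of these sets. According to the paper, samples of 20 days also held fewer worms than those of 1 day, which cannot be told apart from age here. A shift of reads between the members of a set would raise some of them. Yet all 6 yolk genes were lower between 1 and 20 days, and 15 of the 16 sperm genes between 1 and 5 days. RNA from other sources was not tested, so no biological explanation is put forward for these sets either.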

How the results depend on the processing

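The alternatives in this part were set before the data were examined, except for the background list drawn from all genes with a count and the distances less the distance within an age, which were chosen after seeing the values. Over the results that answer a comparison, 292 of 338 values under an alternative kept their direction and their side of the threshold or stayed within the spread or within 1.5 times the count, 6 fell below the threshold and 40 moved further. Over the log2 changes of named genes, 988 of 1020 kept their direction and side of the threshold or, without a test, stayed within the spread between replicates, 7 lost the call, 10 gained one, 3 with a test changed sign and 12 without a test moved by more than that spread. Among the 988, that of MTCE.34 between 10 and 20 days changed sign within the spread, to 0.56 without 20 day replicate 1. Of 30 values of other results, 22 stayed and 8 moved.

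Requiring at least 100 counts in every library, which left 8057 genes, lowered the number of changed genes to 6061 between 1 and 5 days, 4857 between 10 and 20 days, 6753 between 1 and 20 days and 7795 over the 4 ages, and that of monotonic genes to 2614 rising and 1723 falling. A rho threshold of 0.9 left 2253 rising and 1366 falling genes. The filter leaves fewer genes that can be called, and a stricter threshold cannot raise a count, while no further cause was tested. The counts of changed genes stayed within 1.5 times under the other alternatives.

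The replicate number as a block was tried because the labels number the replicates alike at each age. The deviations of same-numbered libraries from their group means had a mean correlation of 0.01, so the numbers do not pair the libraries. With the block, 10076 genes were called between 1 and 5 days, 7139 between 5 and 10 days, 8132 between 10 and 20 days, 11063 between 1 and 20 days and 13374 over the 4 ages, and the camera p of the Oxphos genes was 0.0257.

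The camera p of the Oxphos genes between 1 and 20 days, 0.0396, was 0.103 with only these 2 ages in the fit and ranged from 0.0219 to 0.0542 over the 9 fits that each left out 1 library of 1, 5 or 10 days, 5 of them above 0.05. It was 0.00509 with library size and 5.2e-18 with a preset correlation between genes of 0.01. The cause was not tested. The number of Oxphos genes called lower was 93 with library size and 95 or 96 in the other settings.

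The ratio of between-age to within-age distance was 2.79 with a pseudocount of 0.1, 8.08 on genes with a count in every library, 1.58 with Spearman's rho and 31.31 with TMM-normalized CPM values. The distances per day over the intervals from 1 to 5, 5 to 10 and 10 to 20 days were 0.0125, 0.00533 and 0.00405 with a pseudocount of 0.1, 0.0154, 0.00535 and 0.00411 on genes with a count in every library, 0.0224, 0.0146 and 0.00996 with Spearman's rho, and 0.00621, 0.00193 and 0.0016 with TMM-normalized values. The exact permutation p did not change in these settings. Each distance includes the spread between replicates. Less the mean distance within an age, the rates were 0.00737, 0.002 and 0.00185 per day. In this form the interval from 1 to 5 days kept the highest rate in all settings, but the last 2 changed order with a pseudocount of 0.1 (0.00159 and 0.00218) and with Spearman's rho (0.00201 and 0.00368).

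The DOG-network depended on its settings. With a p cutoff of 0.01 it had 6805 nodes, 399395 edges, a mean degree of 51.7, a maximum of 581 and an exponent of -0.984. With the p of the mean profile it had 11118629 edges, a mean degree of 1439.3 and an exponent of -0.158. The exponent was -0.428 with genes of at least 100 counts in sum, -0.514 with the same libraries drawn for all genes, -0.469 with log2(RPKM + 1), and -0.443 to -0.389 across the 11 fits that each left out 1 library. The mutual information network of the Oxphos genes had 5577 edges without ARACNE and 132 with Pearson's correlation. The cause was not tested.

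The log2 change of ife-2 between 1 and 20 days, -0.14 and not called, was 0.01 with library size, while it was called lower with DESeq2 (-0.16), without 1 day replicate 1 (-0.17) and without 1 day replicate 3 (-0.19). That of MTCE.34 between 10 and 20 days, -0.08 and not called, was 0.02 with library size and ranged from -1.32 to 0.56 across the fits that each left out 1 library, with 0.1 without 10 day replicate 3. Library size moved the median log2 change of all genes by 0.15 between 1 and 20 days and by 0.10 between 10 and 20 days, the size of these 2 shifts. The libraries of MTCE.34 at 20 days stood at 6.39 and 23.27 CPM, so its range follows from which one is left out. With 2 libraries at 20 days, leaving one out gives no p for comparisons with that age, and calls there rest on a spread estimated over all ages.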

Differences from the paper's values

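For the DOG-network, 5234313 edges were found against the paper's 1313511, a mean node degree of 677.58 against the paper's 178.56, a maximum node degree of 2408 against the paper's 1398, and an exponent of -0.445 against the paper's −0.85. None of the alternatives set before the data were examined came within 1.5 times of the paper's edges, mean degree or maximum degree. The paper also left out genes whose expression varied strongly, a step applied neither here nor in any alternative, so its share in these differences is open. The p cutoff of 0.01 gave values on the other side of the paper's, with 399395 edges, a mean degree of 51.7 and a maximum of 581. With this cutoff the exponent was -0.984, which is within 1.5 times of the paper's but not equal to it, and no other alternative came within 1.5 times.

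For the mutual information network of 1000 background genes under DOG, the paper's number of edges is 94137 and 213818 were found. The average degree was 427.64 against the paper's 188.27, the average coreness 331.73 against the paper's 166.82, the average nearest neighbour degree 436.10 against the paper's 219.58, the average graph strength 1168.25 against the paper's 665.86 and the average neighbourhood size 775.01 against the paper's 438.21. No alternative for the background was set before the data were examined. Drawing the background from genes with any count, a setting chosen after seeing the values, gave 85926 edges, an average degree of 171.85, a coreness of 152.81, a neighbour degree of 171.99, a strength of 599.68 and a neighbourhood size of 409.50, each within 1.5 times of the paper's. The same setting gave a diameter of 5.116 against the paper's 2.439, more than 1.5 times apart, where the setting used here gave 2.173. For the Oxphos genes the diameter was 1.532 against the paper's 0.817, and none of the alternatives set before the data were examined came within 1.5 times of it.

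In Table S3, the mean rho with age under DOG was -0.91 for C37A2.8 against the paper's -0.79, -0.98 for agt-2 against the paper's -0.88, -1.0 for ubc-7 against the paper's -0.94, 0.87 for daf-21 against the paper's 0.76 and 1.0 for pars-1 against the paper's 0.99. Among the alternatives set before the data were examined, C37A2.8 came within the error only without 5 day replicate 2 (-0.87), and daf-21 with the rho of the mean profile (0.80), with TMM-normalized CPM values (0.78) and without 1 day replicate 1 (0.80). None did so for agt-2, ubc-7 and pars-1.

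The paper lists B0035.12, F58D2.1 and Y57A10C.11 as rising monotonically under DOG, and here their rho was 0.73, 0.67 and 0.56, under the threshold. The rho of the mean profile was 0.80 for B0035.12 and 0.80 for F58D2.1, which puts these 2 past it. The paper states that daf-21 rises over the whole life span under DOG. Between 1 and 5 days its log2 change was -0.08 (adjusted p = 0.21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper describes its filter as leaving out genes with low counts in one of the samples, and with that wording 8057 genes remain in the DOG libraries against the paper's 16128, while the minimum on the sum leaves 14773.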

Other observations

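The tests of other splits of the libraries, of the scaling of monotonic genes and of the MTCE genes were chosen after the results they examine had been seen. The tests of a shifted RPKM scale and of a different stage of the worms were written down before their results were seen.

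The numbers of changed genes were compared with other splits of the same libraries. For 1 against 5 days, 1 of the 4 splits that part the same-numbered libraries gave as many genes, the real one with 10112. The other 3, which exchange 1 replicate each, called 0 genes, with 410, 150 and 129 genes at an unadjusted p under 0.05 against 11488 for the real split. For 5 against 10 days, 1 of 4 splits gave as many, the real one with 7146, and the other 3 called 0 genes, with 410, 202 and 293 at an unadjusted p under 0.05 against 9137. With 4 splits the share cannot fall under 0.05, so these splits alone leave chance open. The grouping of all 11 libraries by age was tested by their distances, with an exact permutation p = 6.5e-05 (one-sided, the smallest these groupings can give). For the monotonic genes, 1 of 100 regroupings of the 11 libraries gave as many as the 6724 of the real ages, that one itself, while the others had a median of 94 and a highest of 4043. For the network, drawn on 3000 genes, 1 of 100 regroupings had as many edges as the 207507 of the real ages, that one itself, while the others had a median of 0 and a highest of 83924. Regroupings that mix ages make the draws of a gene differ, so this shows that libraries of an age resemble one another and not that genes are joined beyond chance. The real ages joined 4.6% of the pairs of these genes, and in simulated data 4.9% of pairs without a shared profile were joined. With the age groups kept, 703 to 5269 genes were monotonic in the 22 orders other than the real one and its reverse.

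With scaling by library size 59.6% of the monotonic genes under DOG rose. With TMM scaling, which brings the median change near 0 and thereby the 2 directions near balance, 50.6% did. The surplus of rising genes thus depends on the scaling, and this test cannot tell an effect of library size from a real surplus. The numbers of rising and falling genes in Table 2 were not recomputed for the controls.

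At 1 day, 61.4% of the genes listed as differentially expressed in the part of Table S7 read here lay under the paper's control mean. A shift of the RPKM scale between DOG and control libraries was tested by centring the ratios on the median of all readable genes, and the share stayed at 61.4%. The paper called these genes on the same libraries, and each single library gave the same share. Centring by a small median could thus hardly have moved it. The median log2 ratio of all readable genes at 1 day was 0.04, with 46.2% of them under the control mean. A shift that lowers DOG values would put most of them under it, so these values argue against one at 1 day. At 5, 10 and 20 days the medians were -0.03, -0.06 and -0.15. Centring moved none of the shares of differentially expressed genes at the 4 ages, which decides little for genes called on these same libraries. A shift that the median of all readable genes does not capture stays open.

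DOG-treated worms and controls at 1 day could stand at different points of the change between 1 and 5 days. If so, the log2 ratio of DOG to control at 1 day would follow that change. Across 1497 genes, which are not independent replicates, Spearman's rho between the ratio of DOG replicate 1 to the paper's control mean and the later change was -0.21, between the 2 outcomes set beforehand, so the test leaves the hypothesis open. Within the 482 genes listed as differentially expressed it was -0.33, with opposite signs for 66.2% of them. At the following interval it was -0.29, and between 10 and 20 days -0.03. Of 8 collagen genes among them, 7 lay over the paper's control mean at 1 day, with a median log2 ratio of 0.53 against 0.04 for all genes, which was not tested. The changes from 1 to 5 days in the paper's controls and under DOG had a rho of 0.81.

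The replicates of MTCE.16 and MTCE.34 differed more than those of the other mitochondrially encoded Oxphos genes. A candidate explanation is that libraries took up different amounts of RNA without a poly(A) tail. Within ages, the log2 deviations of their summed counts had a correlation of 0.58 with those of the share of rRNA genes, and 35 of the 432 orders of the libraries within ages gave one as high (exact permutation test, one-sided, p = 0.081), so the pattern cannot be told apart from this explanation. Over the 4 ages, Pearson's r between the DOG means and the paper's control means was 0.42 for MTCE.16 and 0.70 for MTCE.34, where the paper's values in Table S4 are -0.226 and -0.0965. The other 244 genes of that table had a negative r.

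The RPKM values of the paper's tables imply gene lengths that often differ from those annotated in WBcel235. Of 1885 genes with both, 38.8% lie within 10% of each other and 25.1% are more than 2-fold apart, with a median ratio of 1.0 and a Spearman's rho of 0.69. Implied lengths fall under 200 bases for 97 genes and annotated ones for 12. Examples chosen after seeing the values are vha-8 with 21 against 1134 bases, ceh-32 with 204 against 1862, ora-1 with 73 against 779 and daf-21 with 9315 against 2359. Ratios between libraries within a gene do not depend on the length.

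The paper's mean node degree of the DOG-network and its edges go together for 14712 genes, while over its nodes the same edges give a mean degree of 282.87. The mutual information network of the Oxphos genes rests on the rank order of 4 means, and 41 of the 107 genes (38.3%) fall at every step, against 11.9% of the background genes. In Table S1, 8 of the DMSO libraries carry names of pools and 3 carry names of single libraries, while all 11 DOG libraries carry names of single libraries. The mapped share was 73.0 to 77.5% in the first group, 77.3 to 78.5% in the second and 76.3 to 83.3% in the DOG libraries. The naming and the treatment cannot be told apart for the first group.

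Of the 11 oocyte and eggshell genes, all were called higher at 5 than at 1 day (median log2 change 0.50) and all were called lower at 10 than at 5 days (median -0.30), with the same directions under each scaling. After adjustment over the 32 set tests neither set change passed 0.05 (adjusted p = 0.0975 and 0.102 from limma's camera). Between 1 and 20 days their median was -0.01 with TMM factors and 0.14 with library size, which moved the median of all genes by 0.15 over this interval.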
